# Aberrant DNA Methylation in ES Cells

**DOI:** 10.1371/journal.pone.0096090

**Published:** 2014-05-22

**Authors:** Guy Ludwig, Deborah Nejman, Merav Hecht, Shari Orlanski, Monther Abu-Remaileh, Ofra Yanuka, Oded Sandler, Amichai Marx, Douglas Roberts, Nissim Benvenisty, Yehudit Bergman, Monica Mendelsohn, Howard Cedar

## Abstract

Both mouse and human embryonic stem cells can be differentiated in vitro to produce a variety of somatic cell types. Using a new developmental tracing approach, we show that these cells are subject to massive aberrant CpG island de novo methylation that is exacerbated by differentiation in vitro. Bioinformatics analysis indicates that there are two distinct forms of abnormal de novo methylation, global as opposed to targeted, and in each case the resulting pattern is determined by molecular rules correlated with local pre-existing histone modification profiles. Since much of the abnormal methylation generated in vitro appears to be stably maintained, this modification may inhibit normal differentiation and could predispose to cancer if cells are used for replacement therapy. Excess CpG island methylation is also observed in normal placenta, suggesting that this process may be governed by an inherent program.

## Introduction

Both mouse and human embryonic stem cells can be derived from early pre-implantation embryos and grown indefinitely in culture. These cells maintain their pluripotency as indicated by the observation at least in mouse that they can generate a full organism [1], and both human and mouse ES cells can be differentiated in vitro to a large variety of different cell types [2], [3]. These studies suggest that embryonic stem cells harbor an epigenetic profile similar to that of the embryo itself and that this pattern has within it the plasticity to generate differentiated cell types.

One of the major epigenetic marks of the genome is DNA methylation. In the early pre-implantation embryo, DNA methyl groups derived from the gametes are largely erased and a new bimodal pattern is re-established in every individual at about the time of implantation [4], [5]. This basal pattern is generated by a wave of indiscriminate de novo methylation in conjunction with a mechanism for protecting CpG island-like sequences on the basis of local cis acting elements [6], [7]. Following this step, differentiated cells lose the ability to carry out global de novo methylation [8], but the basic pattern is none-the-less maintained through every cell division by Dnmt1, which recognizes hemimethylated sites generated at the replication fork [9]. As development proceeds, each individual cell type can then undergo additional de novo methylation [10], [11] or demethylation [4] events in a gene-specific manner.

Although mouse embryonic stem cells are derived from the ICM, genome-wide analysis indicates that, unlike the blastocyst, they are methylated in a manner similar to somatic cells, suggesting that from the epigenetic standpoint, they actually behave like cells at the time of implantation [4]. This observation is substantiated by the fact that ES cells retain the ability to carry out global de novo methylation and are capable of distinguishing and protecting CpG islands from this process [6], [7]. The same is probably true of human ES cells, as well. Upon differentiation in vitro, ES cells appear to undergo appropriate changes in DNA methylation, as indicated, for example, by the well-documented de novo methylation that takes place on pluripotency genes, such as Oct-3/4 and Nanog [12]. Nonetheless, several studies indicate that differentiation in vitro may also be accompanied by aberrant de novo methylation at CpG islands [13]. Since this type of modification is thought to be irreversible in the post-implantation embryo in vivo, it is likely that these abnormal events could adversely affect the quality of differentiated tissues derived from ES cells in culture.

In order to study this problem, we used developmental principles to generate a new approach for assessing what should be considered a normal methylation pattern in ES cells. On the basis of this in vivo perspective, we found that both mouse and human ES cells growing in vitro have aberrant DNA methylation that could have physiological effects on their ability to undergo proper differentiation.

## Materials and Methods

### Differentiation of ES cells

Mouse endoderm and mesoderm were differentiated from ES-GscgfpSox17huCD25 cells originally derived from line EB5 by sequence targeting [14]. Briefly, ES cells were plated on collagen-coated culture dishes and differentiated in a serum-free culture medium with 10 ng/ml human Activin A. Cells were collected after 6 days and subjected to FAC sorting to obtain definitive endoderm (Gsc^+^Sox17^+^ECD^+^) or mesoderm (Gsc^+^Sox17^−^ECD^−^). Embryoid bodies (EBs) were formed from ES cells (TT2) [15] diluted and grown in medium without LIF by the hanging drop method. After 2 days, aggregates were pooled and cultured in suspension for 4 additional days in bacterial Petri-dishes. Mouse teratomas were generated by resuspension of ES cells (D3,C4) into PBS-Basement membrane matrix (1/1) and subcutaneous injection into NOD-SCID mice. Animals were sacrificed 2 weeks after injection. ES cells (J1) [16] were treated with 1 µM retinoic acid (RA) for 8 days [17] in order to induce a neuro-ectodermal population.

Human ES cells (CSES2) [18] were grown on feeder layer and induced to EBs as described previously [19]. Briefly, cells were transferred using trypsin/EDTA to plastic Petri dishes to allow their aggregation and prevent adherence to the plate. In order to induce neuro-ectodermal differentiation, 1 µM RA was added to monolayer ES cells grown on gelatin-coated plates and cells were harvested after 10 days. Undifferentiated human ES cells (I6, H13) [10] were sorted using the SSEA3 marker prior to mDIP analysis.

### mDIP microarrays

Human fetal (20–25 weeks) DNA samples were purchased from Biochain. All mouse DNAs were extracted from C57Bl/6 and mDIP was performed as described previously [10]. Human (10 µg) or mouse (40 µg) genomic DNA was sonicated to an average fragment size of 300–1000 bp, precipitated with 400 mM NaCl, 2 volumes of ethanol and 1 µl glycogen. 1.5 µg were set aside as the Input fraction. DNA was denatured and anti-5-methylcytidine monoclonal antibody (10 µl for 5 µg) [20], [21] was added and incubated on a rotator at 4°C overnight. 40 µl Dynabeads (Sheep anti-Mouse IgG) were prewashed with 0.1% BSA/PBS and added to the DNA. The DNA was then washed 3 times and Ab-bound DNA resuspended and extracted with proteinase K, phenol-chloroform and ethanol precipitation. Purified DNA was checked for enrichment (Bound/Input) using Real time PCR on specific gene regions known to be methylated.

The Input and Bound DNAs were labeled and hybridized on mouse (105 K) or human (244 K) CpG island microarrays (Agilent Technologies, http://www.genomics.agilent.com) as described previously [10]. We used feature extraction software (Agilent) to obtain background-subtracted intensity values for the two fluorescence dyes on each individual array feature and for carrying out linear normalization and calculation of the log ratio (Cy5/Cy3). Data was analyzed as previously described [10]. Briefly, probe log ratio signals were transformed into Z-scores according to their Tm and an Island Methylation Score (IMS) was then calculated by averaging the island corresponding probes' Z-scores. Data for both mouse (GSE54664) and human (GSE24270) analyses can be accessed from the GEO-NCBI database repository.

### Data analysis

Previous published work on undifferentiated and differentiated ES cells and in vitro differentiation was analyzed by downloading data from the appropriate GEO datasets. We used genomic bisulfite data (GSE11034) for mouse DNA [5], [13]. Methylation percent was calculated for every CpG that had a minimum of 5 reads and these were then aligned in order to generate an average methylation value for each CpG island (as defined by UCSC). Islands with data for less than three CpGs were not included. H3K27 tri-methylation (GSE12241) from mouse ES cells [22]. The average density score per CpG island was calculated with background taken as the average score for all CpG islands. Whole-genome human DNA methylation was downloaded from the roadmap epigenomics project (http://www.roadmapepigenomics.org/) as determined by Reduced representation bisulfite sequencing (RRBS).

Previous published work on de-novo methylation in cancer was analyzed by downloading data from The Cancer Genome Atlas (TCGA - https://tcga-data.nci.nih.gov/tcga/) and average methylation values were calculated for every CpG island. Human ChIP-seq data for H3K27 and H3K4 tri-methylation was obtained from the NIH Roadmap Epigenomics Mapping Consortium. We compared 200 CpG islands deemed abnormally methylated in serum-grown ES cells and found them to be about 10% more methylated than the levels seen when cultured in 2i conditions using previously published data (GSE42929) [29].

### Statistical analysis

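Groups were compared on the scanner files of the mouse arrays. All 13616 islands with an IMS were tested, whereas the methods' test concerns background islands. There were 16 arrays of adult tissue, 3 of undifferentiated ES cells, 5 of ES cells differentiated in vitro and 5 of post-implantation embryos. All 4 groups were fitted together with limma (lmFit and eBayes), so that they shared 1 estimate of the spread, and islands with a Benjamini-Hochberg adjusted p under 0.05 were counted. Between differentiated ES cells and adult tissue 3155 islands differed, of which 1967 were higher and 1188 lower in the differentiated cells. Among the 4053 islands below 0 on every adult array, 464 were higher and 313 lower. Over all islands, the methods' t-test on the same values gave 4509 at an unadjusted p under 0.05. After adjustment it gave 2867, 1800 of them higher and 1067 lower. The alternative that moved the limma count most was the use of the deposited processed table in place of the scanner files, which left 5914 islands with a score and gave 1318. Several slides held arrays of more than 1 group, and with the slide as a block the count was 2058. That count rests on endoderm (replicate 2) against pancreas (replicate 1) and embryoid bodies against brain (replicate 2), the only such pairs on shared slides. Between undifferentiated ES cells and adult tissue limma gave 313 islands, 134 higher and 179 lower. Among the islands below 0 on every adult array, 22 were higher and 4 lower. Over all islands, the methods' t-test gave 2207 at an unadjusted p under 0.05 and 0 after adjustment. The limma count of 313 rested on single arrays: it was 1151 without the array labelled J1, 0 without EB5 (1444 at an unadjusted p under 0.05) and 0 without TT2 (1147 at an unadjusted p under 0.05). With the slide as a block it was 309, 84 higher and 225 lower. EB5 and pancreas (replicate 2) were the only undifferentiated and adult arrays on a shared slide. The count of 309 therefore rests on this pair alone and is no check of the 313. With the software version as a block the limma count was 82, 59 higher and 23 lower. With the scan day as a block it was 0 (673 at an unadjusted p under 0.05).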

The significance (P value) of difference between background-island DNA methylation patterns in somatic tissues as opposed to differentiated and undifferentiated ES cells was determined by a two-tailed, non-paired, equal-variance T-test. The significance of H3K27me3 enrichment on target CpG islands as well as comparison between CpG island sets was calculated using the hypergeometric test [23], [24].

### Bisulfite analysis

Single island reads were obtained by Bisulfite conversion of genomic DNA that was carried out using the EZ DNA Methylation-Direct Kit (Zymo Research) according to the manufacturer's instructions. PCR primers were designed using Methyl Primer Express® Software v1.0 (https://www2.appliedbiosystems.com). Barcodes and adaptors were added to the primers and deep-sequenced using the Ion Torrent (Life Technologies).

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the Hebrew University (NIH approval number: OPRR-A01-5011).

## Results

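In methylated DNA immunoprecipitation (mDIP), sonicated and denatured DNA is precipitated with an antibody against 5-methylcytidine. The bound DNA (Cy5) and the input DNA (Cy3) of each sample were hybridised together to an Agilent mouse CpG island array, 1 array per sample. Adult tissue was measured on 16 arrays, 2 for each of brain, colon, kidney, liver, lung, muscle, pancreas and spleen. Post-implantation embryos were measured on 5 arrays, at 8.5, 9.5, 10.5, 11.5 and 12.5 dpc. Undifferentiated ES cells of the lines EB5, J1 and TT2 had 1 array each. The 5 arrays of differentiated ES cells were embryoid bodies and retinoic acid treated cells, both from TT2, and mesoderm and 2 arrays of endoderm, all from EB5. For the retinoic acid treated cells the sample label and the legend of Fig. 1 give TT2 as the parent line, and Materials and Methods gives J1. The authors' scanner files hold for each probe the log10 ratio of bound over input signal, after background subtraction and linear dye normalization by Agilent's Feature Extraction software. Over the 34 arrays of the series the median input signal was 4.96 times its background (range 3.07 to 7.34), and the median bound signal was 2.23 times its background (range 1.54 to 5.59). The number of arrays limits the precision of each group's values. From these log ratios a Z-score was taken over all probes of an array. The paper's transformation according to the Tm of the probe was left out, since no probe sequences were used here. An island was taken as a run of probes with gaps of at most 500 bases, since the files name no islands. Its IMS was the mean of the Z-scores of at least 3 probes, so that an IMS of 0 is the average probe of that array. Control spots and spots marked as outliers by the scanner software were left out. The islands scored on every array had a median of 6 probes and a median span of 682 bases. On the array labelled J1 the values of the deposited processed table correlated with those of the scanner file across probes with r = 0.113, against 0.894 to 0.991 on the other arrays, and the scanner file was used. Probes of an array are not independent replicates. Choices that could change the numbers are the definition of an island, which was not varied, and the thresholds, the background correction and the minimum number of probes, which were. The missing Tm step was not varied by itself. An alternative used the deposited processed table, whose Z-scores follow the Tm by the paper's methods, but which also scores fewer islands.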

Mouse ES cells were grown in culture and induced to differentiate using a variety of commonly-employed strategies (Materials and Methods). Embryoid bodies were formed by aggregation. We treated cells with retinoic acid to induce a neuro-ectodermal population and also purified definitive endoderm or mesoderm from monolayer cultures exposed to Activin induction [25]. DNA was then isolated and subjected to mDIP microarray analysis which measures the average methylation level of all CpG moieties in every island of the genome [10], and the results analysed by comparison to DNA samples from a large panel of normal adult tissues.

We identified about 9,500 CpG islands constitutively unmethylated in every cell type (Materials and Methods). This pattern reflects events that occur at the time of implantation when the entire genome becomes de novo methylated while almost all CpG islands are protected. This basic bimodal profile represents a “ground state” which is then maintained during every cell division throughout development [26]. 

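An island was counted as constitutively unmethylated where its IMS was below 0 on every array of adult tissue. This rule was met by 4053 islands, 29.8% of those scored. Their mean IMS on the adult arrays was -0.477 ± 0.0416 (SD, n = 16 arrays). When each adult array was left out of the rule in turn, between 4072 and 4411 islands were below 0 on the others. Of these, 0.467% (spleen, replicate 1) to 8.12% (lung, replicate 2) were above 0 on the array left out. The threshold moved the number most. It was 935 with an IMS below -0.25 and 7745 with an IMS below 0.25, and 6739 islands had a mean below 0 in each of the 8 tissues. With the arrays of replicate 1 alone 5729 islands were below 0 throughout, and with those of replicate 2 alone 4821.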

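On each array the constitutively unmethylated islands with an IMS above 0.75 were counted. Embryoid bodies had 57 such islands, retinoic acid treated cells 19, endoderm 76 and 61 on its 2 arrays, and mesoderm 51, with a mean of 52.8 ± 21.0 (SD, n = 5 arrays). The embryo arrays had between 0 and 2, with a mean of 1.4 ± 0.894 (SD, n = 5). Adult arrays, each scored on the islands chosen without it, had between 0 and 3, with a mean of 0.5 ± 0.894 (SD, n = 16). The difference of 51.4 islands per array between differentiated cells and embryos was larger than the spread between arrays (two-sided exact permutation test, p = 0.00794, the smallest p that 5 arrays against 5 allow). The test takes the arrays as independent, though the differentiated ones derive from the lines EB5 and TT2 only. The difference lay between 45.6 and 59.9 with each array of either group left out. In all, 120 islands (2.96% of those constitutively unmethylated) were above 0.75 on at least 1 differentiated array, 69 on at least 2 and 4 on all 5. The alternative that moved this number most was a normexp background correction of the median signals, chosen after the data were seen, which gave 259. A pair of slides held a differentiated and an adult array together. With islands chosen without that adult array, endoderm (replicate 2) had 66 and pancreas (replicate 1) 0 on one slide, and embryoid bodies had 58 and brain (replicate 2) 3 on the other.

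**Figure D1:**
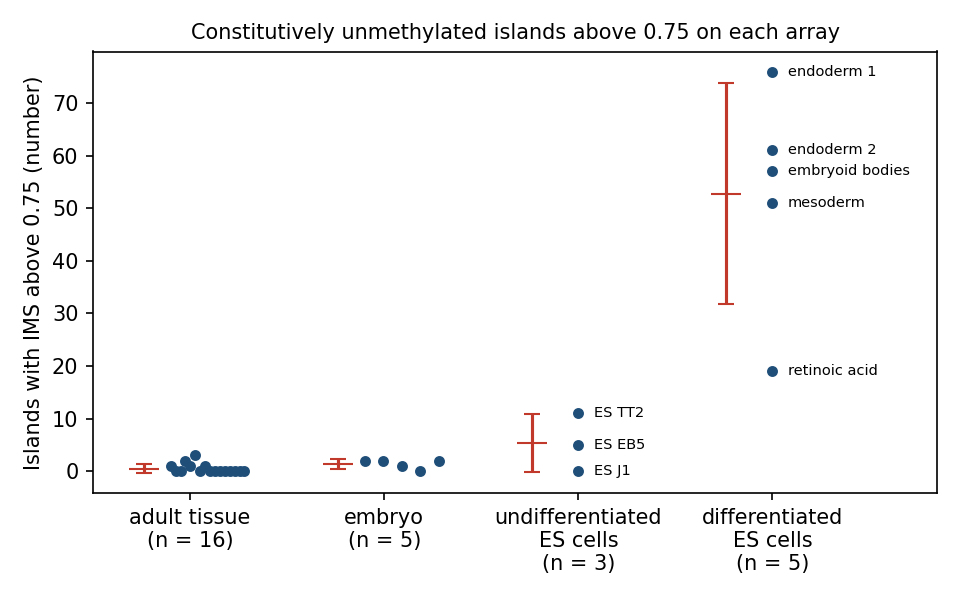
Number of constitutively unmethylated islands with an IMS above 0.75 (vertical axis) on each array (points), by group, with the mean (red line) and SD (red bar) of the group. Adult arrays were scored on the islands chosen without them. The differentiated arrays lie between 19 and 76, above all embryo arrays (0 to 2).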

Strikingly, hundreds of these CpG islands were found to be highly modified (Z-score>0.75) in ES cells differentiated in vitro (Fig. 1). Since most of these islands do not appear to be substantially methylated anywhere in the organism (Z-score<0), it is likely that this in-vitro modification represents some form of artifact that does not reflect the normal epigenetic status at these early stages of embryogenesis. 

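The islands above 0.75 on at least 1 differentiated array had a mean IMS of 0.536 ± 0.278 (SD, n = 5 arrays) in differentiated ES cells and of -0.476 ± 0.0606 (SD, n = 16 arrays) in adult tissue. Both levels follow in part from the way the islands were chosen. For the adult level the choice and the measurement were also separated. The level in differentiated cells was not measured on arrays outside the choice. With the adult arrays of replicate 1 alone in the rule, 217 islands were chosen. On the adult arrays of replicate 2, 89.3% of their values were below 0 and 0.173% above 0.75, with a mean of -0.345 ± 0.0392 (SD, n = 8 arrays). With replicate 2 in the rule 165 islands were chosen, and on the arrays of replicate 1 95.6% of their values were below 0 and 0.0758% above 0.75. The constitutively unmethylated islands above 0.75 on all 5 differentiated arrays, with an adjusted p under 0.05, include those of Slc32a1, Dlx4 and Rem1. Their positions are given as in the files, which name no genome build, and the array's annotation places the probes of these 3 inside the gene. The island of Slc32a1 (chromosome 2, 158305172 to 158306432, 13 probes) had an IMS of 1.86 ± 0.642 (SD, n = 5 arrays) in differentiated ES cells, -0.493 ± 0.201 (SD, n = 16) in adult tissue and -0.538 ± 0.163 (SD, n = 5) in embryos. The difference between differentiated cells and adult tissue was 2.35 (standard error 0.239, adjusted p = 2.65e-08 from limma with Benjamini-Hochberg adjustment). For Dlx4 (chromosome 11, 94959289 to 94959529, 3 probes) the IMS was 1.41 ± 0.207 in differentiated cells and -0.517 ± 0.213 in adult tissue, a difference of 1.92 (standard error 0.146, adjusted p = 1.49e-10 from limma). For Rem1 (chromosome 2, 152318485 to 152319025, 5 probes) it was 1.20 ± 0.319 and -0.657 ± 0.245, a difference of 1.86 (standard error 0.141, adjusted p = 1.49e-10 from limma). From the low scores of these islands in normal tissues the paper reasons that their modification in vitro is likely to be some kind of artifact and not the normal state at these early stages.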

Further support for this idea was obtained by carrying out mDIP on DNA from early mouse embryos (8.5–12.5 dpc) and by comparing to data from near-implantation embryos (Fig. S1a in File S1) which show that the real in vivo level of methylation at these target CpG islands is indeed very low.

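On the arrays of embryos, which took no part in choosing the islands, the mean IMS of the 120 islands above 0.75 in differentiated ES cells was -0.401 at 8.5 dpc, -0.413 at 9.5 dpc, -0.417 at 10.5 dpc, -0.428 at 11.5 dpc and -0.469 at 12.5 dpc, with a mean of -0.426 ± 0.0264 (SD, n = 5 arrays). The difference from the differentiated arrays was -0.961 (between -1.11 and -0.934 with each array of either group left out). It follows in part from the choice of the islands on the differentiated arrays, and is given without a test. Of the 120 islands, 92 were below 0 on every embryo array, 113 had a mean below 0 over the embryo arrays, and 1 was above 0.75 on an embryo array. In the limma fit, 101 of the 120 were higher in differentiated cells than in embryos. Among all constitutively unmethylated islands 311 were higher and 402 lower, and among all islands 1607 were higher and 1265 lower. On the median-centred log2 scale, which is not divided by the SD of the array, the split of all islands was 1192 higher and 1439 lower. No slide and no scan day held both an embryo and a differentiated array, so no comparison within a slide or a day is possible here. The near-implantation embryos were measured by bisulfite sequencing and are not analysed here.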

**Figure 1:**
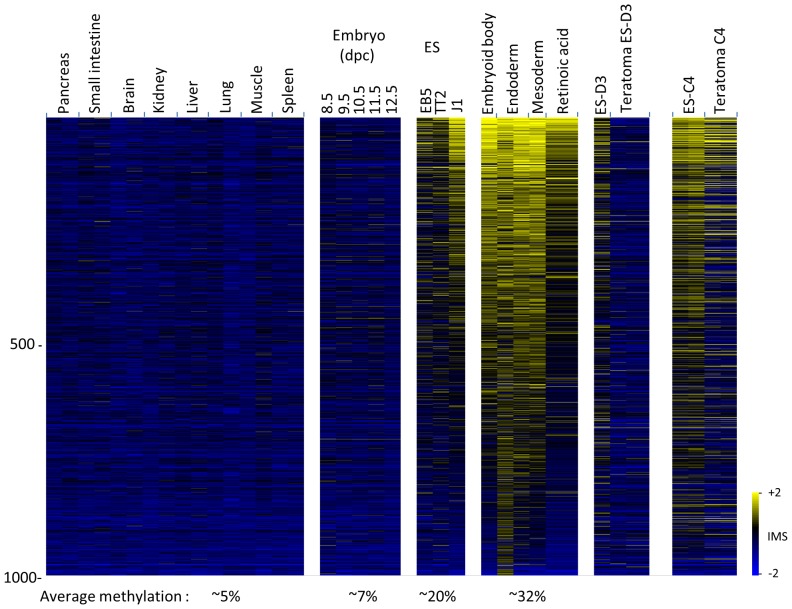
Excess methylation in differentiated mouse ES cells. DNA from normal mouse tissues, undifferentiated and differentiated ES cells, post implantation embryos and teratomas were subject to mDIP microarray analysis. Heat map of 1,000(IMS>0.75) in at least one of the ES cell types out of 9,500 CpG islands constitutively unmethylated (IMS<0) in all tissue samples (see Materials and Methods). A number of different ES cell lines were used in this study. Embryoid bodies and retinoic acid treated cells were derived from TT2, while endoderm and mesoderm were derived from EB5. An estimate [10] for the average percent of methylation in fetal tissues as compared to in vitro differentiated cells is also shown.

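Of the islands above 0.75 on a differentiated array, 99 were above it in endoderm or mesoderm, which derive from EB5, and 65 in embryoid bodies or retinoic acid treated cells, which derive from TT2, with 44 in both sets. Of the 99, 40 passed on endoderm arrays only. A threshold of 0.5 in place of 0.75 gave 200 islands and a threshold of 1 gave 78. With the undifferentiated arrays counted as well, 121 islands were above 0.75 on at least 1 of the 8 ES cell arrays. Endoderm, the only differentiated cell type with 2 arrays, differed from adult tissue at 2156 islands in a limma fit of these groups alone, 1405 higher and 751 lower, and at 880 without endoderm replicate 1, 750 higher and 130 lower. Whether the change on differentiation differed between the derivatives of EB5 and of TT2 was tested as an interaction in limma over the 7 arrays of EB5, TT2 and their derivatives. No island passed after Benjamini-Hochberg adjustment (0 of 13616), and 414 had an unadjusted p under 0.05 (982 without embryoid bodies and 223 without retinoic acid treated cells). Each line was differentiated in its own ways and has 1 undifferentiated array, so the effect of the line is not separated from that of the kind of differentiation.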

This phenomenon of aberrant methylation is not unique to the specific differentiation experiments carried out in our laboratory. Using partial genome-wide bisulfite sequencing, it has already been shown that ES cells differentiated in vitro to neural precursors (NPCs) undergo de novo methylation (>80%) at over 300 CpG island promoters, even though almost all of these same sequences were completely unmethylated in corresponding neural embryonic cells representing this same approximate stage of development [13]. In order to validate this finding using our developmental approach, we carried out additional bioinformatics analysis on this same database. We were able to discern over 2,000 CpG islands aberrantly methylated (average>50%) following differentiation and thousands of additional sequences show methylation levels significantly higher than their normal values in a variety of somatic cell types (Fig. S1a in File S1), generating a pattern very similar to that determined by mDIP analysis (P<10^−132^) (Materials and Methods).

Since the excess modification observed in differentiated ES cells was originally detected in comparison to normal tissue DNA, we next examined the methylation state of these same CpG islands in undifferentiated mouse ES cells. While the same target sequences appear to be relatively unmethylated in these undifferentiated cells, surprisingly, they were found to be much more methylated than the normal population of CpG islands in the cell (Fig. S1b & S1c in File S1), and there is some evidence that this may increase as a function of time in culture [13], [27], [28]. It is unlikely that this excess methylation is representative of the implantation embryo in vivo. Indeed, these target sites were actually found to be unmethylated in DNA from 6.5 and 7.5 d embryos (Fig. S1a in File S1). It should be noted that by growing ES cells in 2i medium, it is possible to lower DNA methylation to levels similar to those seen at the ICM stage [29], [30], [31], and in this way remove most of the excess CpG island methylation (Materials and Methods). It is unlikely, however, that these ground-state cells would generate differentiated derivatives with normal methylation (see [31]) since they would still be required to pass through a more advanced ES cell state prior to differentiation in vitro.

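Among the constitutively unmethylated islands, 57 had a mean IMS above 0.75 over both endoderm arrays. In undifferentiated EB5 cells their mean IMS was 0.00303, against -0.457 for the other constitutively unmethylated islands, a difference of 0.460. In TT2 cells it was 0.0332 against -0.446, a difference of 0.479. On the array labelled J1 it was -0.544 against -0.466, a difference of -0.0776. On the embryo arrays the same difference was 0.0139 ± 0.0238 (SD, n = 5 arrays), and on the differentiated arrays 1.31 ± 0.400 (SD, n = 5). Over the 3 undifferentiated arrays it was 0.273 higher than in embryos (two-sided exact permutation test, p = 0.214, where the smallest p possible is 0.0357). EB5 and TT2 lay above all embryo arrays (highest 0.0445) and the J1 array below them (lowest -0.0216), so this p turns on the J1 array. Without the J1 array the difference was 0.456 higher than in embryos (exact permutation test, p = 0.0952, the smallest p that 2 arrays against 5 allow). Without EB5 it was 0.187 and without TT2 0.178 higher. The J1 array differed from the other lines elsewhere too, and its label is in doubt. At the 3977 islands where TT2 lay beyond all adult arrays, 45.8% lay on the TT2 side of the midpoint in EB5 and 13.8% on the J1 array. At the 3255 where EB5 lay beyond all adult arrays, 55.1% lay on the EB5 side in TT2 and 14.0% on the J1 array. On the slide that EB5 shared with pancreas (replicate 2), the islands above 0.75 in differentiated cells had a mean IMS 0.303 higher in EB5, and on the slide that TT2 shared with the embryo of 8.5 dpc 0.378 higher in TT2.

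**Figure D2:**
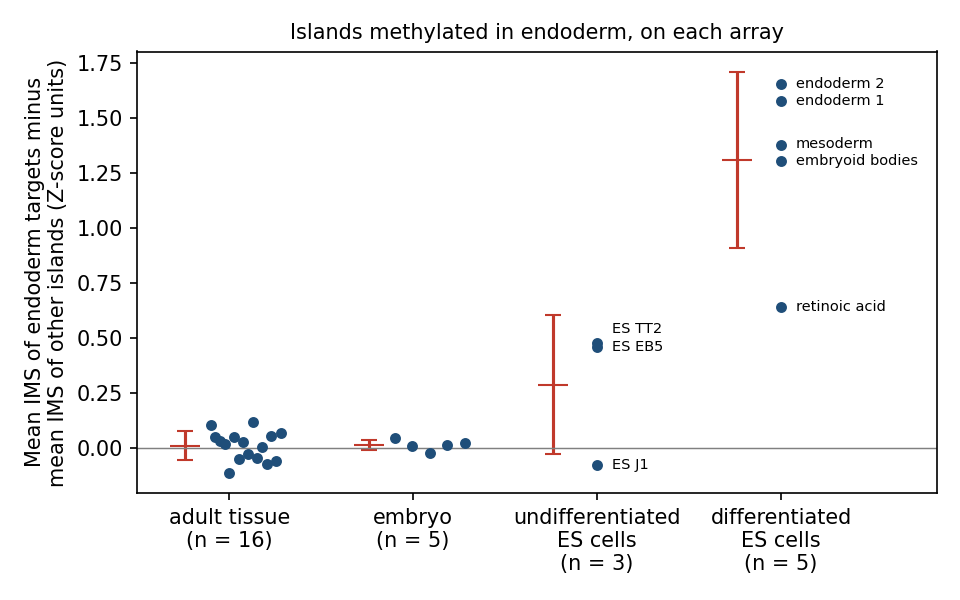
Mean IMS of the 57 islands methylated in endoderm minus the mean IMS of the other constitutively unmethylated islands (vertical axis, Z-score units) on each array (points), by group, with the mean (red line) and SD (red bar) of the group. EB5 (0.460) and TT2 (0.479) lie above all embryo and adult arrays, and the array labelled J1 lies at -0.0776. The endoderm arrays were used to choose the islands.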

We next asked whether aberrant de novo methylation also occurs in human ES cells. To this end, we used mDIP to analyze CpG island methylation patterns in a number of different undifferentiated ES cell lines and in cell cultures induced to differentiate by several alternative techniques. Once again, the data was compared to normal DNA extracted from human embryo tissues. As noted previously [10], the human genome has about 13,000 constitutively unmethylated CpG islands, and differentiated ES cells demonstrated strong methylation in almost 1,000 of these sequences (Fig. 2). We then analyzed published methylation data on human ES cells that was obtained using high resolution RRBS (www.roadmapepigenomics.org), exclusively focusing on CpG islands that are unmethylated in a wide range of different tissue cell types. Here too, differentiated ES cells were found to have a large number of aberrantly methylated sequences similar to those identified by mDIP analysis (P<10^−124^) and the same was true for induced pluripotent stem (iPS) cells, as well (Fig. S2 in File S1).

**Figure 2:**
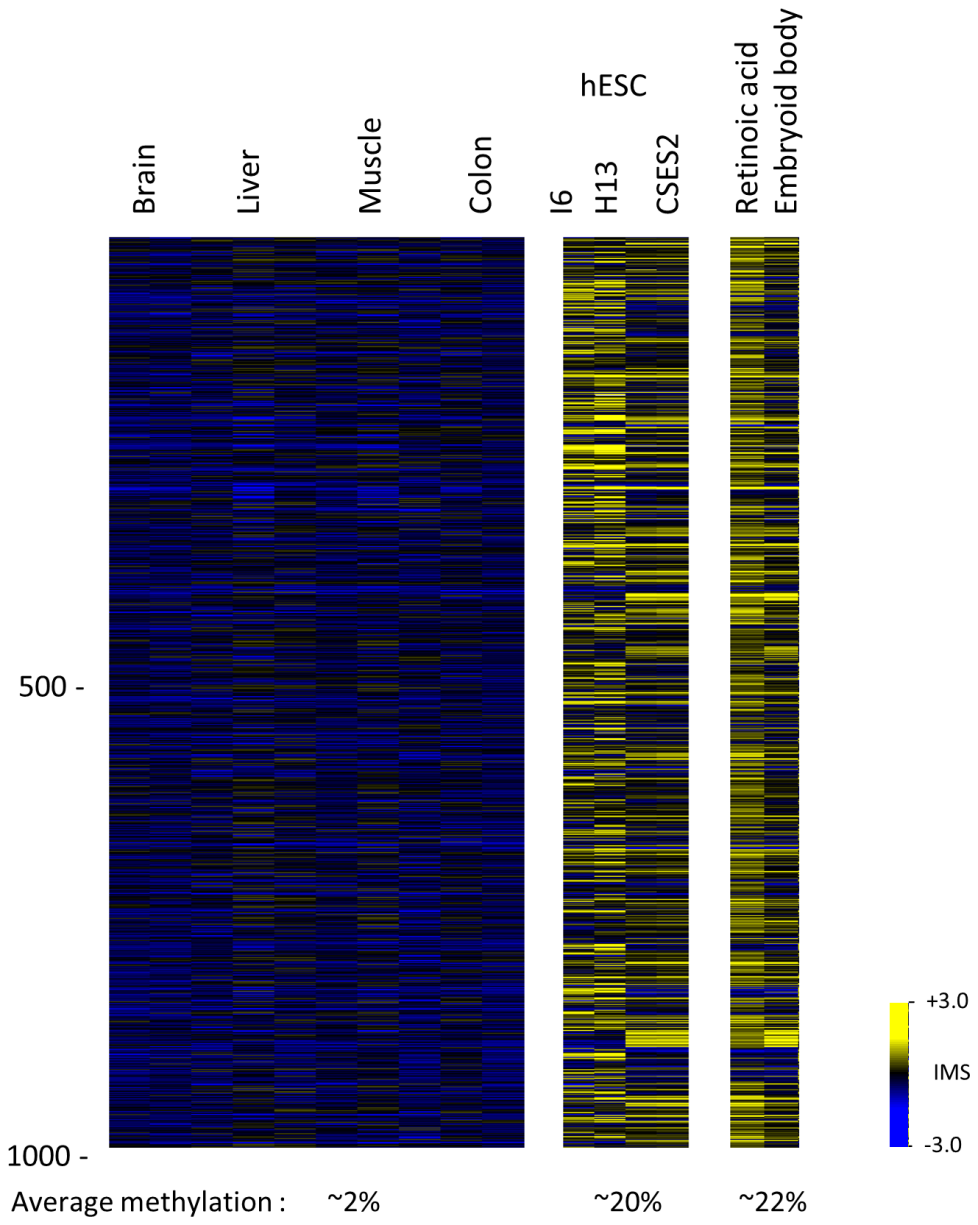
Excess methylation in human ES cells. DNA from normal human fetal tissues, undifferentiated and in vitro differentiated ES cells were subject to mDIP microarray analysis. Heat map shows 950(IMS>0.75) in at least one of the differentiated ES cell types out of 13,000 CpG islands constitutively unmethylated (IMS<0) in fetal tissue samples. Retinoic acid treated cells and embryoid bodies were derived from CSES2. An estimate [10] for the average percent methylation in fetal tissues as compared to in vitro differentiated cells is also shown.

As is the case with mouse ES cells, the methylation targets detected in differentiated cells were found to be modified in several human ES cell lines even prior to differentiation, with the level of modification being quite high, and in some cases very similar to that seen in differentiated cells derived from the same lines (Fig. 2). This over-modification was observed even though the human ES cells used for this analysis were actually pre-sorted specifically to select for the undifferentiated phenotype (Materials and Methods). Furthermore, by examining published data from other laboratories, it appears that this same phenomenon is typical of many other human ES cell lines, as well (Fig. S2 in File S1).

It should be noted that while several previous studies identified aberrant de novo methylation during mouse [13], [32] or human [28] ES-cell differentiation in vitro, the normal-tissue tracing strategy that we have introduced in order to understand these events from a developmental perspective, has revealed a much larger range of abnormally methylated CpG islands. This is especially true for the DNA modification seen in undifferentiated human ES cells which lack a normal tissue control and would never have been detected without having the benefit of the developmentally-projected pattern derived from somatic tissues. 

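Before differentiation, the 120 islands above 0.75 in differentiated ES cells had a mean IMS of -0.167 in EB5, -0.0226 in TT2 and -0.546 on the array labelled J1. After differentiation of EB5 it was 0.815 and 0.716 on the arrays of endoderm and 0.544 in mesoderm. After differentiation of TT2 it was 0.515 in embryoid bodies and 0.0897 in retinoic acid treated cells. IMS values above 0.75 were reached by 5 constitutively unmethylated islands in EB5, 11 in TT2 and 0 on the J1 array, 15 islands in all, of which 14 were also above 0.75 on a differentiated array. Without TT2 the total was 5. The remaining island, chosen for naming after its values were seen, was that of Zfp263 (chromosome 16, 3659226 to 3659907). The number per array was 3.93 higher than in embryos (two-sided exact permutation test, p = 0.214). EB5 and TT2 lay above every embryo array (at most 2), and the J1 array, whose label is in doubt, did not. With 1 array left out the number was between 1.1 (without TT2) and 6.6 (without the J1 array) higher than in embryos. In limma, 739 islands differed between differentiated and undifferentiated ES cells, 478 higher and 261 lower after differentiation. Among the constitutively unmethylated islands 115 were higher and 61 lower, and 63 of the 120, which were chosen on the differentiated arrays, were among the higher ones. Of the 56 splits of these 8 arrays into groups of the same sizes, 3 gave as many islands, the real one included. The number was 443 without EB5, 488 without the J1 array, 474 without endoderm (replicate 2) and 1365 without the retinoic acid array, and with these groups alone in the fit it was 4.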

Taken together, our studies indicate, for the first time, that the generation of excess methylation in culture represents an intrinsic process that actually begins in undifferentiated ES cells and may then be exacerbated by a wide variety of in vitro differentiation techniques.

During normal development, almost all post-implantation de novo methylation takes place in a site-specific manner, with a high preference for polycomb target sites [10]. In keeping with this, our studies show that over 70% of the excess methylated sites associated with in vitro differentiated mouse ES cells are also marked with above-background levels of H3K27me3 (P<10^−159^) in the parent line. Furthermore, we have observed that the degree of methylation following differentiation is linearly proportional to the underlying pre-set local concentration of this histone modification in undifferentiated ES cells as determined from several different studies (Fig. 3a & b). This suggests that the polycomb system may play a role in this targeting process and this is consistent with the finding that Ezh2, a member of the polycomb complex, is actually capable of directly recruiting DNA methyl transferases [33], [34].

**Figure 3:**
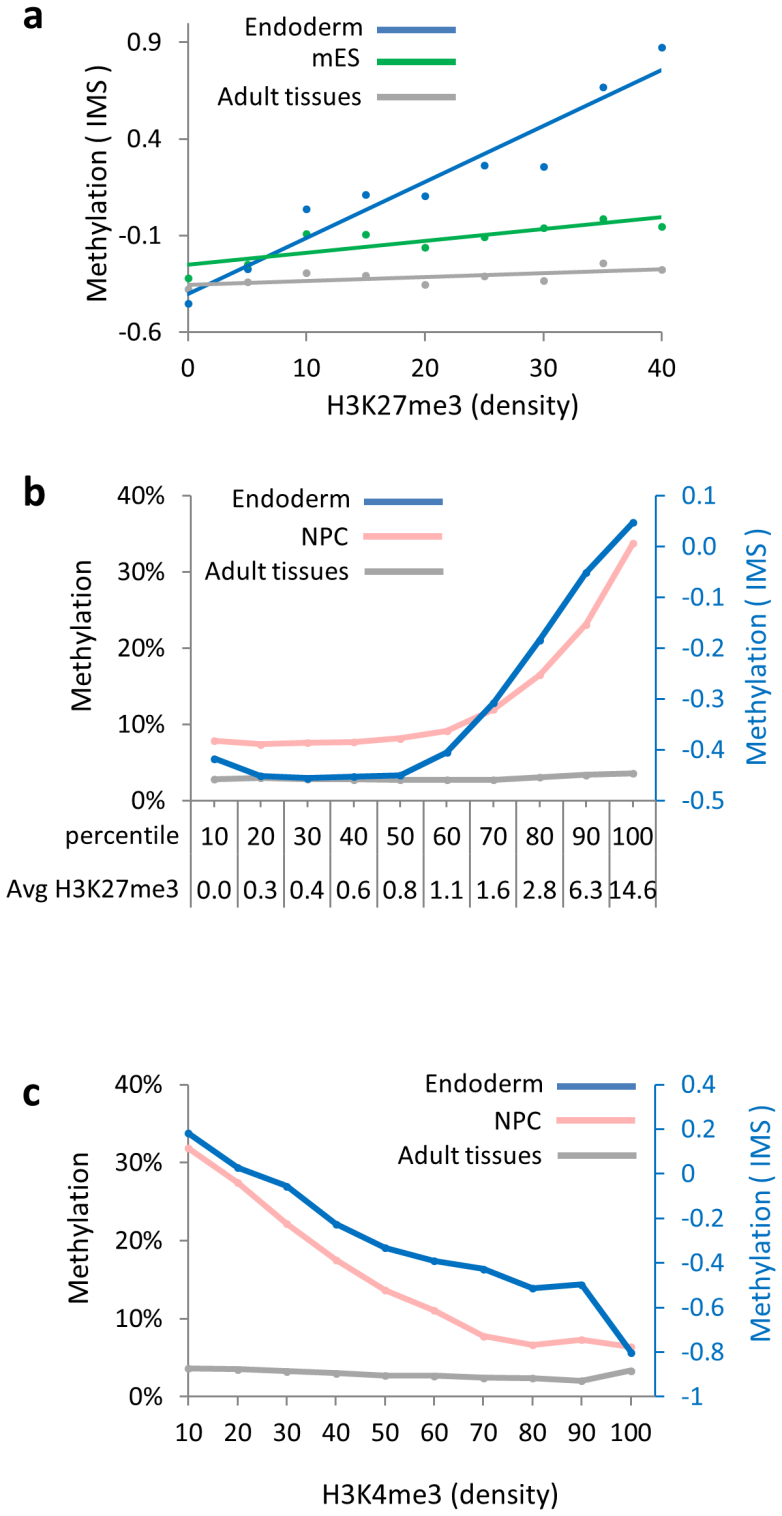
De novo methylation is proportional to H3K27me3 concentration. **a**. IMS (Fig. 1) of all 9,500 constitutively unmethylated CpG islands in undifferentiated, endoderm-differentiated ES cells and adult tissue DNA graphed as a function of H3K27me3 density [22]. Each point represents the average IMS within a 5 unit span. **b**. Average methylation levels of all constitutively unmethylated CpG islands in endoderm (IMS), NPCs (%) and adult tissue (%) were graphed against H3K27me3 density partitioned into ten bins. The X-axis also shows average H3K27me3 levels in each percentile. **c**. Methylation levels in adult tissue, ES differentiated into endoderm and NPCs of all constitutively unmethylated CpG islands with above background concentrations (>2) of H3K27me3 graphed against their H3K4me3 density in ES.

While de novo methylation may indeed be directed by polycomb marking in undifferentiated cells, once it occurs, the presence of methyl groups appears to bring about a dramatic reduction in H3K27me3 levels at these same sites as measured in the resulting differentiated cells (Fig. S3 in File S1). This reciprocal effect between DNA and histone modification has also been noted for the de novo methylation that occurs in cancer [35], [36]. It thus appears that during in vitro differentiation many sites of polycomb repression are getting replaced with more permanent DNA methylation silencing, thus, perhaps, limiting regulatory plasticity.

The primary bimodal methylation pattern of the genome is formed in vivo at the time of implantation by a combination of global de novo methylation together with CpG island protection, and ES cells represent a good model for this process. Although these unmethylated windows are ultimately dictated by underlying sequence information, ChIP analysis in ES cells indicates that the presence of H3K4me3 may take part in this protection, since this modification is associated with every unmethylated island and is almost completely absent from those regions that undergo de novo methylation [10]. In order to test whether H3K4me3 may also play a role in modulating the abnormal de novo methylation that takes place during ES-cell differentiation in vitro, we next analyzed the degree of this modification as a function of H3K4 methylation (Fig. 3c). These results clearly show that while sites of polycomb are all targets for this reaction, the co-presence of high-level H3K4me3 at these same CpG islands appears to have a concentration-dependent protective effect.

In general, there appear to be two modes of de novo methylation in vivo, global as opposed to targeted [4]. While aberrant methylation in mouse ES cells is correlated with polycomb targeting (Fig. 3), this does not seem to be true of the abnormal methylation observed in human ES cells, which shows only a marginal enrichment for CpG islands that bind the polycomb complex (Fig. S4a in File S1). One possibility is that in these cells, excess modification comes about by a distortion of the implantation-specific global DNA methylation that operates constitutively in dividing ES cells. As previously noted, this global process brings about non-specific methylation of the entire genome, while sparing CpG islands, and this protection has been shown to be highly correlated with the level of H3K4me3 in local nucleosomes [10].

In order to determine whether this underlying process may be disrupted in human ES cells, we further analyzed histone modification patterns of the aberrantly methylated CpG islands. Despite the lack of enrichment for polycomb, these islands are characterized by a preferentially low spectrum of H3K4me3, both as measured in ES cells themselves as well as other tissues (Fig. S4b in File S1). Previous studies have shown that it is possible to derive an accurate algorithm for predicting which DNA sequences are protected from de novo methylation at the time of implantation [10]. Strikingly, our analysis indicates that the same sites abnormally modified in human ES cells are characterized by a relatively low algorithm score for their potential to remain unmethylated (Fig. S4a in File S1). Taken together, these results are consistent with the idea that these sites are indeed the least capable of being protected from global methylation.

It is well known that ES cells grown in culture can fully contribute to normal development when incorporated into blastocysts and transplanted into pseudo-pregnant females. In light of the findings that these cells have abnormal methylation patterns to begin with, we next asked whether this modification actually persists during normal development. To this end, we took advantage of an ES cell line that expresses GFP, generated chimeric embryos by blastocyst injection and then separated out the labelled somatic cells from 17.5 dpc embryos using FACS. In the original ES cell line, we were able to detect heavy abnormal methylation in many sample CpG islands. In contrast, the in vivo-derived tissues from labelled cells were completely lacking this mark at all of the tested CpG islands and thus had a pattern similar to normal embryonic DNA (Fig. 4).

**Figure 4:**
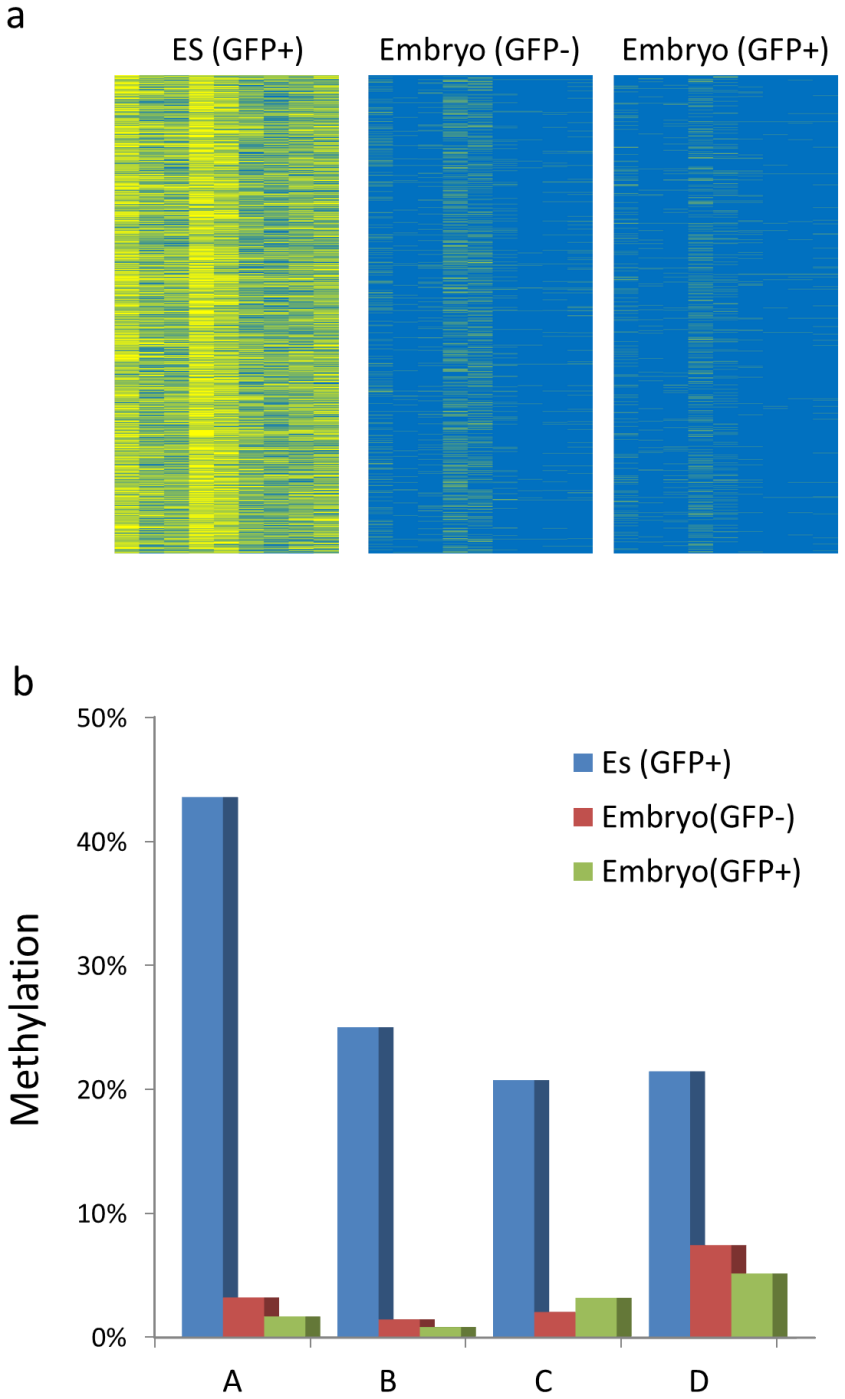
Resetting de novo methylation in vivo. Blastocysts injected with ES cells carrying a GFP expression vector were transplanted into pseudo-pregnant mice. Whole embryos were isolated at 16 dpc and sorted for GFP^+^ and GFP^−^ cells. DNA from these cells was then treated with bisulfite and deep-sequenced (Ion Torrent) at four different specific CpG island sequences. **a**. 7,000 individual molecules of island A containing nine individual CpGs with yellow indicating methylation. **b**. Graph showing percent methylation for islands A, B, C and D.

This experiment suggests that during normal development early embryonic cells have an inherent ability to remove aberrantly modified sequences. This process could be carried out by a CpG island-specific demethylation pathway similar to that which occurs at select loci in the ICM at the time of implantation [5] and which has been previously identified in ES cells [7], [37], [38]. Alternatively, it may come about because the early embryonic environment induces global demethylation [5], thereby clearing the slate prior to the de novo methylation which would ensue upon implantation. A similar phenomenon is observed when ES cells undergo differentiation during the formation of teratomas in vivo. In this case as well, sites abnormally modified in tissue culture underwent partial demethylation when placed in an in vivo setting (Fig. 1). It should be noted that cell selection could also operate to reset aberrant levels of DNA methylation accrued by prolonged culture.

Even though the de novo methylation that takes place in vitro appears to be aberrant in terms of normal development, one is struck by the fact that this process is clearly programmed at the level of protein–DNA interactions. It thus appears that the logic and apparatus used to carry out this targeted methylation is built into the genome. For this reason, we asked whether there may be instances where this same form of modification actually occurs in vivo. Since this was not observed in normal embryos or somatic tissues, we next examined extraembryonic tissues, such as placenta. 

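Over the 5 embryo arrays, 6 constitutively unmethylated islands were above 0.75 on at least 1 array, and 1 of these was also above 0.75 on a differentiated ES cell array. In the limma fit of all 4 groups, 1176 islands differed between embryos and adult tissue, 704 higher and 472 lower in embryos, and 689 without the embryo of 9.5 dpc. Among the constitutively unmethylated islands 248 were higher and 18 lower, which follows in part from their choice below 0 on the adult arrays, and 7 of the 120 islands above 0.75 in differentiated cells were among the higher ones. The embryo arrays were on slides of their own apart from 1, which shared a slide with TT2. With the slide as a block the number was 3 (907 at an unadjusted p under 0.05), and with the scan day as a block 0 (746 at an unadjusted p under 0.05). Both fits link embryos to adult tissue only through the embryo of 8.5 dpc and undifferentiated ES cell arrays. The other embryo arrays add nothing to the difference there, so these fits cannot decide on a batch effect. With the slide as a random block, chosen after the data were seen, the number was 603.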

Strikingly, mouse placenta at both 14.5 and 19.5 dpc was found to have modified CpG islands with a high percentage (80%) of them representing polycomb targets (P<10^−229^) (Fig. S5 in File S1), as has been noted previously [39]. Similar results were obtained in human placenta, as well. These experiments suggest that CpG island methylation of the type seen in differentiated cells in culture actually mimics a process of modification that takes place during normal extraembryonic development in vivo.

## Discussion

By means of a tracing method that uses data from adult and fetal tissues to determine the CpG island methylation pattern of early embryonic cells, we have been able to define a common baseline for DNA methylation. With this as a standard for the first stages of methylation at the time of implantation, we have found that both mouse and human embryonic stem cell lines carry an aberrant pattern of excess methylation that is made worse by a variety of in vitro differentiation strategies. This effect clearly represents an artifact of growing cells in culture, firstly, because levels of CpG island methylation in normal differentiated tissues are much lower, and because abnormal modification does not occur when ES cells are grown into teratomas or introduced into the normal blastocyst, thereby undergoing differentiation in an in vivo setting. It is not known whether these defects in methylation represent an intrinsic aspect of growth in culture per se, or whether it may be possible to create conditions in vitro that might prevent the appearance of this phenomenon.

Any attempt to understand the molecular mechanism of abnormal methylation must take into consideration the parameters that control methyl group metabolism in ES cells. Even though mouse ES cells are initially derived from the ICM at a stage where most methyl groups are erased from the genome [5], they appear to have a fully developed bimodal pattern of methylation whereby most of the genome is highly methylated, with CpG islands remaining unmodified. This suggests that from the point of view of methylation, these in vitro cells behave as if they are actually at a slightly more advanced stage of development, one that perhaps mimics the early implantation embryo. In keeping with this, it has been shown that these cells actively de novo methylate newly-introduced DNA and also have the capacity to protect CpG island sequences from this process [6], [7]. These properties are probably unique to embryonic stem cells, as it has been shown both in vivo and in vitro that DNA inserted into somatic cells does not generally become de novo methylated [8], [40].

During the very early stages of post-implantation development in vivo, pluripotent cells lose their ability to constantly set up and reset global DNA methylation, but the basic overall pattern initially formed by this process is retained through all subsequent cell divisions by a semi-conservative maintenance mechanism [4]. Although it is not known exactly when this transition actually occurs, it is clear that it must involve downregulation of de novo methylation activity [41] as well as a shift from global to locus-specific recruitment [17]. In addition, differentiation may bring about changes in the protective ability of specific CpG island sequences. Our studies suggest that the growth of ES cells and their differentiation in vitro may upset this delicate balance, and as a result we observe aberrant methylation on CpG islands that are normally preserved in an unmethylated form in vivo. This overmethylation appears to take place on two different levels, global and locus-specific.

The dominant de novo methylation in mouse ES cells is directed to CpG islands that are targets for polycomb. It has been known for a long time that differentiated somatic cells grown for extended periods of time in tissue culture also acquire an aberrant methylation pattern [42]. 

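Pancreatic DNA was measured on 3 arrays without replicates, 1 each of the β cell line Min6, which derives from a mouse insulinoma, the α cell line αTC, which derives from a mouse glucagonoma, and β cells sorted from fresh islets. The arrays were processed like those of the ES cells, both cell lines were on 1 slide, and all 3 arrays were scanned on 1 day. The median input signal was 4.50 to 5.57 times its background and the median bound signal 2.39 to 3.58 times. No test can be made between single arrays. Of the constitutively unmethylated islands, 179 had an IMS above 0.75 in Min6, 259 in αTC, 112 in both and 326 in either, so that the last number falls to 179 without αTC and to 259 without Min6. With both cell lines, a threshold of 1 in place of 0.75 gave 213, and a threshold of 0.5 gave 430. The highest mean IMS over both cell lines among the islands below 0 in sorted β cells was found at Cdkn2a, Tbx18 and an island without a gene name in the files. Positions are again those of the files, which name no genome build. At Cdkn2a (chromosome 4, 88747815 to 88748191, 3 probes inside the gene) the IMS was 2.44 in Min6, 2.14 in αTC and -1.65 in sorted β cells. At Tbx18 (chromosome 9, 87527589 to 87529055, 13 probes inside the gene) it was 2.10, 1.76 and -0.531. At the third island (chromosome 2, 162894373 to 162896146, 14 probes) it was 1.68, 2.11 and -0.290. The paper presents the difference between the cell lines and the sorted β cells as an instance of the aberrant methylation that differentiated somatic cells acquire in long culture.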

To emphasize this point, we used our tracing approach to analyze the methylation patterns of long-standing immortalized α and β pancreatic islet cell lines and this revealed over 1,200 aberrantly methylated regions as compared to normal β cells purified directly from fresh pancreatic tissue (P<10^−96^) (Fig. S6 in File S1). Here too, over 80% of the methylated sites appear to be polycomb targets, and the same is true for the hypermethylation observed in cancer [43], [44], [45]. Our studies in ES cells clearly show that the degree of abnormal methylation is linearly dependent on the concentration of H3K27me3 present at these loci prior to differentiation (Fig. 3), and it is thus very likely that this repression complex, itself, actually mediates the biochemical recruitment of Dnmts to these sites [33], [34].

It appears that in vivo, the levels of recruited de novo methylases are very low [45], and as a result, almost all polycomb targets remain relatively unmethylated, showing only a slow increase as a function of aging [46], [47], [48]. However, under stress conditions in culture or during tumorigenesis, there may be increased cellular levels of Dnmt3a and 3b [49], [50] that would then lead to the appearance of abnormal methylation. Undifferentiated mouse ES cells in culture which mimic the implantation stage of development, contain high levels of non-targeted Dnmt3a/3b [41]. It is possible that differentiation in vitro brings about abnormal changes in the distribution of these enzymes, thus causing polycomb targets to undergo aberrant modification.

In human ES cells, a great deal of abnormal methylation is already apparent in the undifferentiated state, and bioinformatics analysis indicates that this does not preferentially occur at polycomb targets. Rather, we observe de novo methylation over a wide range of CpG islands, with preference for sequences having a borderline inherent ability to be protected from this process. This suggests that the aberrant modification observed in human ES cells comes about through a distortion in the general process of global methylation. In vivo, general de novo methylation presumably takes place over a very short window of time. In contrast, cells growing in culture are constantly exposed to the methylation machinery over many generations, and this may bring about an imbalance in the quantitative relationship between the level of de novo methylation and the factors involved in keeping CpG islands unmodified, thereby bringing about a shift in the threshold for protection.

This could take place preferentially in human ES cells because they are regarded as more comparable to mouse Epi stem cells, a developmentally more advanced cell population [51]. It should be noted that this abnormal modification would not have been detected without comparison to the pattern determined by the developmental tracing strategy adopted in our laboratory. Furthermore, studies comparing somatic cell-derived iPS to embryo-derived ES cells [52] are also flawed in this regard, failing to take into consideration the possibility that the pattern in ES cells may be abnormal to begin with (Fig. S2 in File S1). Despite differences in the abnormal methylation observed in mouse vs. human ES ells, it should be noted that the patterns themselves are generated by a common mechanism that involves protection by H3K4me3 regardless of the source of de novo methylation.

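The picture of Table S1 lists 85 genes, and 78 of them have an island among those scored. In 74 the IMS of the island was higher in differentiated ES cells than in adult tissue (the island with the largest difference in absolute value where a gene has several), with a median difference of 0.942 over all 78. In the limma fit 66 were higher and 4 lower at an adjusted p under 0.05, and 46 had a mean IMS above 0.75 over the differentiated arrays. The list was drawn from measurements that include these arrays, so these numbers are no independent test of it. On all adult arrays 16 of the 78 islands were below 0, and 11 of these were above 0.75 on a differentiated array. Among the largest differences were those of Mmp9, Barhl1, Comp and Dlx4. The island of Mmp9 (chromosome 2, 164640328 to 164641067, 7 probes) had an IMS of 2.07 ± 0.339 (SD, n = 5 arrays) in differentiated cells and -0.265 ± 0.282 (SD, n = 16) in adult tissue, a difference of 2.33 (standard error 0.175, adjusted p = 1.24e-10 from limma). For Barhl1 (chromosome 2, 28733341 to 28734075, 4 probes) it was 1.92 ± 0.0998 and -0.387 ± 0.536, with a highest adult array at 1.11, and for Comp (chromosome 8, 73305107 to 73305756, 6 probes) 1.67 ± 0.378 and -0.265 ± 0.165. None of these 3 was below 0 on all adult arrays. Of the 120 islands above 0.75 in differentiated cells, 49 (40.8%) had a probe that the array's annotation places in a promoter, against 3122 (79.4%) of the 3933 other constitutively unmethylated islands.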

We have documented a considerable number of CpG islands that get abnormally methylated in mouse ES cells, and a very large percentage of these are located at promoters of genes involved in differentiation or development (Table S1 in File S1). It is thus very likely that this modification has profound effects on both cell function and developmental plasticity. The precise influence of abnormal DNA methylation is difficult to evaluate due to the lack of expression profiles for equivalent normal cells in vivo. In general, however, almost all of the genes that undergo de novo methylation during the differentiation of mouse ES cells have low expression levels in the undifferentiated cells [13], [53], and this is consistent with the idea that a large percentage of these sites, while not DNA methylated, have bivalent promoters that are repressed by the polycomb complex. These same genes, however, represent important components required for differentiation, and if they become methylated in culture, this could strongly affect the cells' ability to activate them as part of the normal process of development.

In addition to the developmental problems that may be caused by DNA methylation, it should be noted that there could also be a safety concern when using human ES cells that will ultimately be transplanted back into patients. Indeed, our analysis indicates that a large percentage of the excess-methylated sites in human ES cells have been found to be hypermethylated in a variety of different tumors (Fig. S7 in File S1). Since these modifications are most likely irreversible in somatic cells, this could readily predispose them to carcinogenesis. Thus, these results should serve as a warning for using current approaches to generate in-vitro differentiated cells for replacement therapy. Our molecular studies will hopefully pave the way towards deciphering the mechanism of this abnormal process and finding strategies for correcting it.

Abnormal hypo- and hyper-methylation of CpG islands is observed in a wide variety of tumors, in somatic cells grown in culture and following differentiation of embryonic stem cells in vitro [54]. In most of these cases it has been shown that de novo modification is specifically directed to polycomb targets. This suggests the existence of an inherent process that is programmed at the genome level, and raises the possibility that this type of targeted de novo methylation may also occur during normal development in vivo. In this paper, we demonstrate that a similar epigenetic pathway is indeed associated with de novo methylation in both mouse and human placenta [39], [55], [56], [57]. Previous studies already showed that extraembryonic tissues also undergo generalized hypo-methylation [58]. While its role has not yet been elucidated, it is very likely that this modification program has some influence on placental physiology. A similar type of de novo methylation also accumulates in many cell types during the normal process of aging [46], [47], [48]. In this sense, the abnormal modification seen in tissue culture, while triggered by local environmental conditions, may actually be mediated by an inherent regulatory program.

## Supporting Information

File S1 **Supporting Information.** **Figure S1.** Bisulfite methylation analysis of mouse ES cells. **a**. Heat map of RRBS methylation data for normal mouse tissues, undifferentiated and differentiated ES cells (NPC) and implantation embryos showing the top 2,000 CpG islands found modified (>25%) in NPCs. It should be noted that 70% of the aberrantly-methylated CpG islands detailed in Fig. 1 overlap with the set shown here. **b**. Methylation distribution in undifferentiated ES cells for 9,500 constitutively unmethylated (gray) CpG islands and the 2,000 CpG islands shown in **a** that were found to be methylated in NPCs (blue). **c**. Methylation distribution (IMS, derived from Fig. 1) in undifferentiated ES cells for the 9,500 constitutively unmethylated CpG islands (gray) as opposed to the 1,000 CpG islands (green) methylated following in vitro differentiation to endoderm. **Figure S2**. DNA methylation in human ES cells. Heat map analysis of CpG islands in human ES cells and normal tissues as determined by RRBS (Road map). Group A includes CpG islands that are abnormally methylated (>60%) in at least one undifferentiated or differentiated ES cell type but constitutively unmethylated (<20%) in all normal adult and embryo tissues. Group B includes CpG islands that are methylated in a single tissue type but unmethylated in others. For both groups, the same CpG islands appear to be methylated in iPS cells, as well. **Figure S3**. Scatter plot of H3K27me3 density in NPCs vs. undifferentiated mouse ES cells for 9,500 CpG islands (see Fig. S1). The 2,000 aberrantly methylated islands (marked in red) show a dramatic reduction in H3K27me3 density when ES cells are converted to NPCs (a). H3K27me3 density in mouse brain is shown for comparison (b). **Figure S4**. Markers of de novo methylation. **a**. Table showing the percentage of abnormally-methylated CpG islands that are marked with polycomb (H3K27me3>2) and their average algorithm score (A2) both in human and mouse ES cells. IMS data are from Figs. 1 and 2 and methylation sequencing data are from Figs. S1 and S2. The intrinsic ability of any CpG island to protect against de novo methylation can be expressed as an algorithm that takes into consideration underlying sequence features. Islands that are constitutively unmethylated have a high score (average of 2.0), while methylated islands have a low score (−1.80). Differentiated mouse ES-cell methylation targets (Fig. 1) have, on average, an intermediate score (0.8) that is significantly different (P<10^−63^) than the constitutively unmethylated CpG islands. **b**. Methylation levels of all CpG islands as a function of local H3K4me3 density for human ES cells before and after differentiation to endoderm. The average levels in a collection of fetal tissues is shown for comparison. **Figure S5**. DNA methylation in placenta. DNA from normal mouse embryos and from placenta were subject to mDIP microarray analysis. Heat map of 1,000 CpG islands methylated in placenta out of 9,500 background CpG islands (see Fig. 1). An estimate for the average percent methylation is also shown. **Figure S6**. DNA methylation in mouse pancreatic α and β cells. DNA from mouse pancreatic cell lines (TC and Min6) and natural β cells purified form fresh pancreatic islets were subject to mDIP microarray analysis. 

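The 326 islands above 0.75 in either pancreatic cell line had a mean IMS of 0.681 in Min6 and 0.980 in αTC, which follows in part from their choice, and of -0.477 ± 0.0344 (SD, n = 5 arrays) in embryos. On every embryo array 297 of them were below 0, while 29 were above 0 on at least 1 embryo array and 1 was above 0.75.

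**Figure D3:**
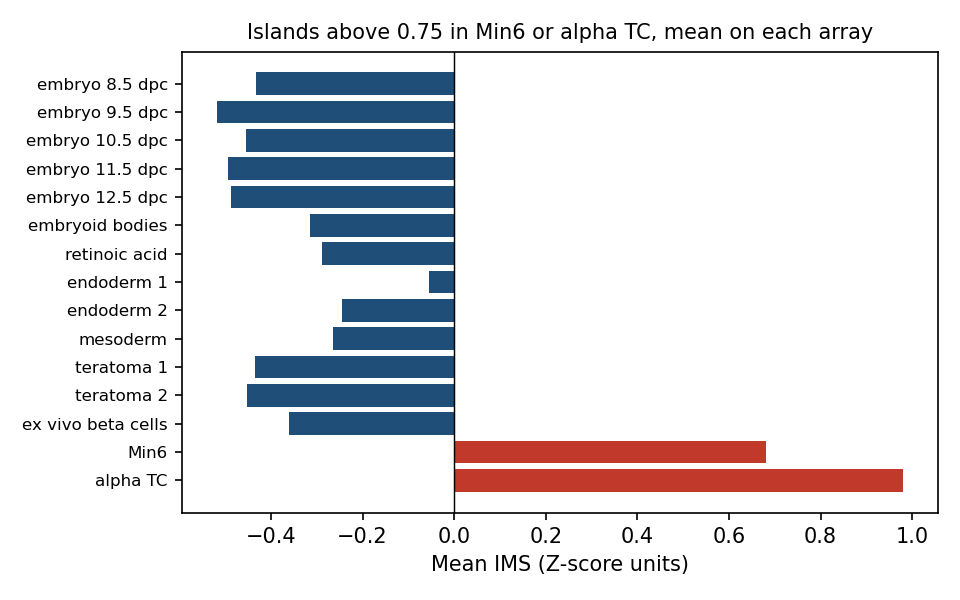
Mean IMS (horizontal axis, Z-score units) of the 326 constitutively unmethylated islands above 0.75 in Min6 or αTC, 1 bar per array without replicate error, with the cell lines on which the islands were chosen in red. All arrays other than the cell lines lie below 0, from -0.518 (embryo of 9.5 dpc) to -0.0549 (endoderm, replicate 1).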

Out of 9,500 background CpG islands (Fig. 1), IMS Heat map of 2,000 CpG islands deemed methylated (IMS>0.75) in either the α or β cell lines as compared to DNA from embryos (where none have a positive binary methylation score). 

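In sorted β cells 2 of the islands above 0.75 in either cell line had an IMS above 0.75, which is 0.613% (95% exact Clopper-Pearson interval 0.0744% to 2.20%, counting error only), and 283 were below 0. Both were chosen for naming after their values were seen. They were the island of Grin1 (chromosome 2, 25127041 to 25127477, 4 probes), with an IMS of 1.31 in β cells, 2.30 in Min6 and 1.85 in αTC, and an island without a gene name (chromosome 17, 10178729 to 10179098, 4 probes), with 0.782, 1.68 and 0.671. With at least 5 probes per island no such island was left (0 of 280), without Min6 in the choice of the islands it was 1, and the highest number under any alternative was 3. Of the islands above 0.75 in differentiated ES cells, 2 were above 0.75 in sorted β cells, which is 1.67% (exact interval 0.202% to 5.89%), and 104 were below 0. Without endoderm replicate 1 in the choice of these islands 1 was above 0.75.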

Only 5 are actually methylated in ex-vivo β cells. An estimate for the average percent methylation is also shown. Ex-vivo cells were obtained by preparing pancreatic islets from 2 to 8 month old transgenic mice carrying a Pdx1-GFP construct by ductal perfusion with collagenase. Islets were then hand-picked and dissociated to single cells with trypsin and subjected to FAC sorting using Anti-insulin antibodies. **Figure S7**. Methylation levels in cancer. Heat map of CpG islands deemed methylated in human ES cells (Fig. 2) compared to methylation levels (P value) in a number of different tumor samples from the Cancer Genome Atlas as determined by Infinium Human Methylation 450 array assay and methylation levels (%) in normal tissues as determined by RRBS from the Roadmap Epigenomics Project (www.roadmapepignenomics.org). The excess methylation seen in each tumor type is significantly greater than that observed in normal tissues (minimal P value<10^−80^). **Table S1**. Genes involved in differentiation and development that are associated with aberrantly methylated CpG islands.
(DOC) Click here for additional data file.

# Supplementary material for: Aberrant DNA Methylation in ES Cells
**Source:** PLoS One. 2014 May 22;9(5):e96090. doi: 10.1371/journal.pone.0096090

**Aberrant DNA methylation in ES cells**

Guy Ludwig1, Deborah Nejman1, Merav Hecht1, Shari Orlanski1, Monther Abu-Remaileh1, Ofra Yanuka2, Oded Sandler3, Amichai Marx3, Douglas Roberts4, Nissim Benvenisty2, Yehudit Bergman1, Monica Mendelsohn5 and Howard Cedar1Ù

**Contents**

The file contains Supplementary Figures S1 to S7, and Supplementary Table S1.

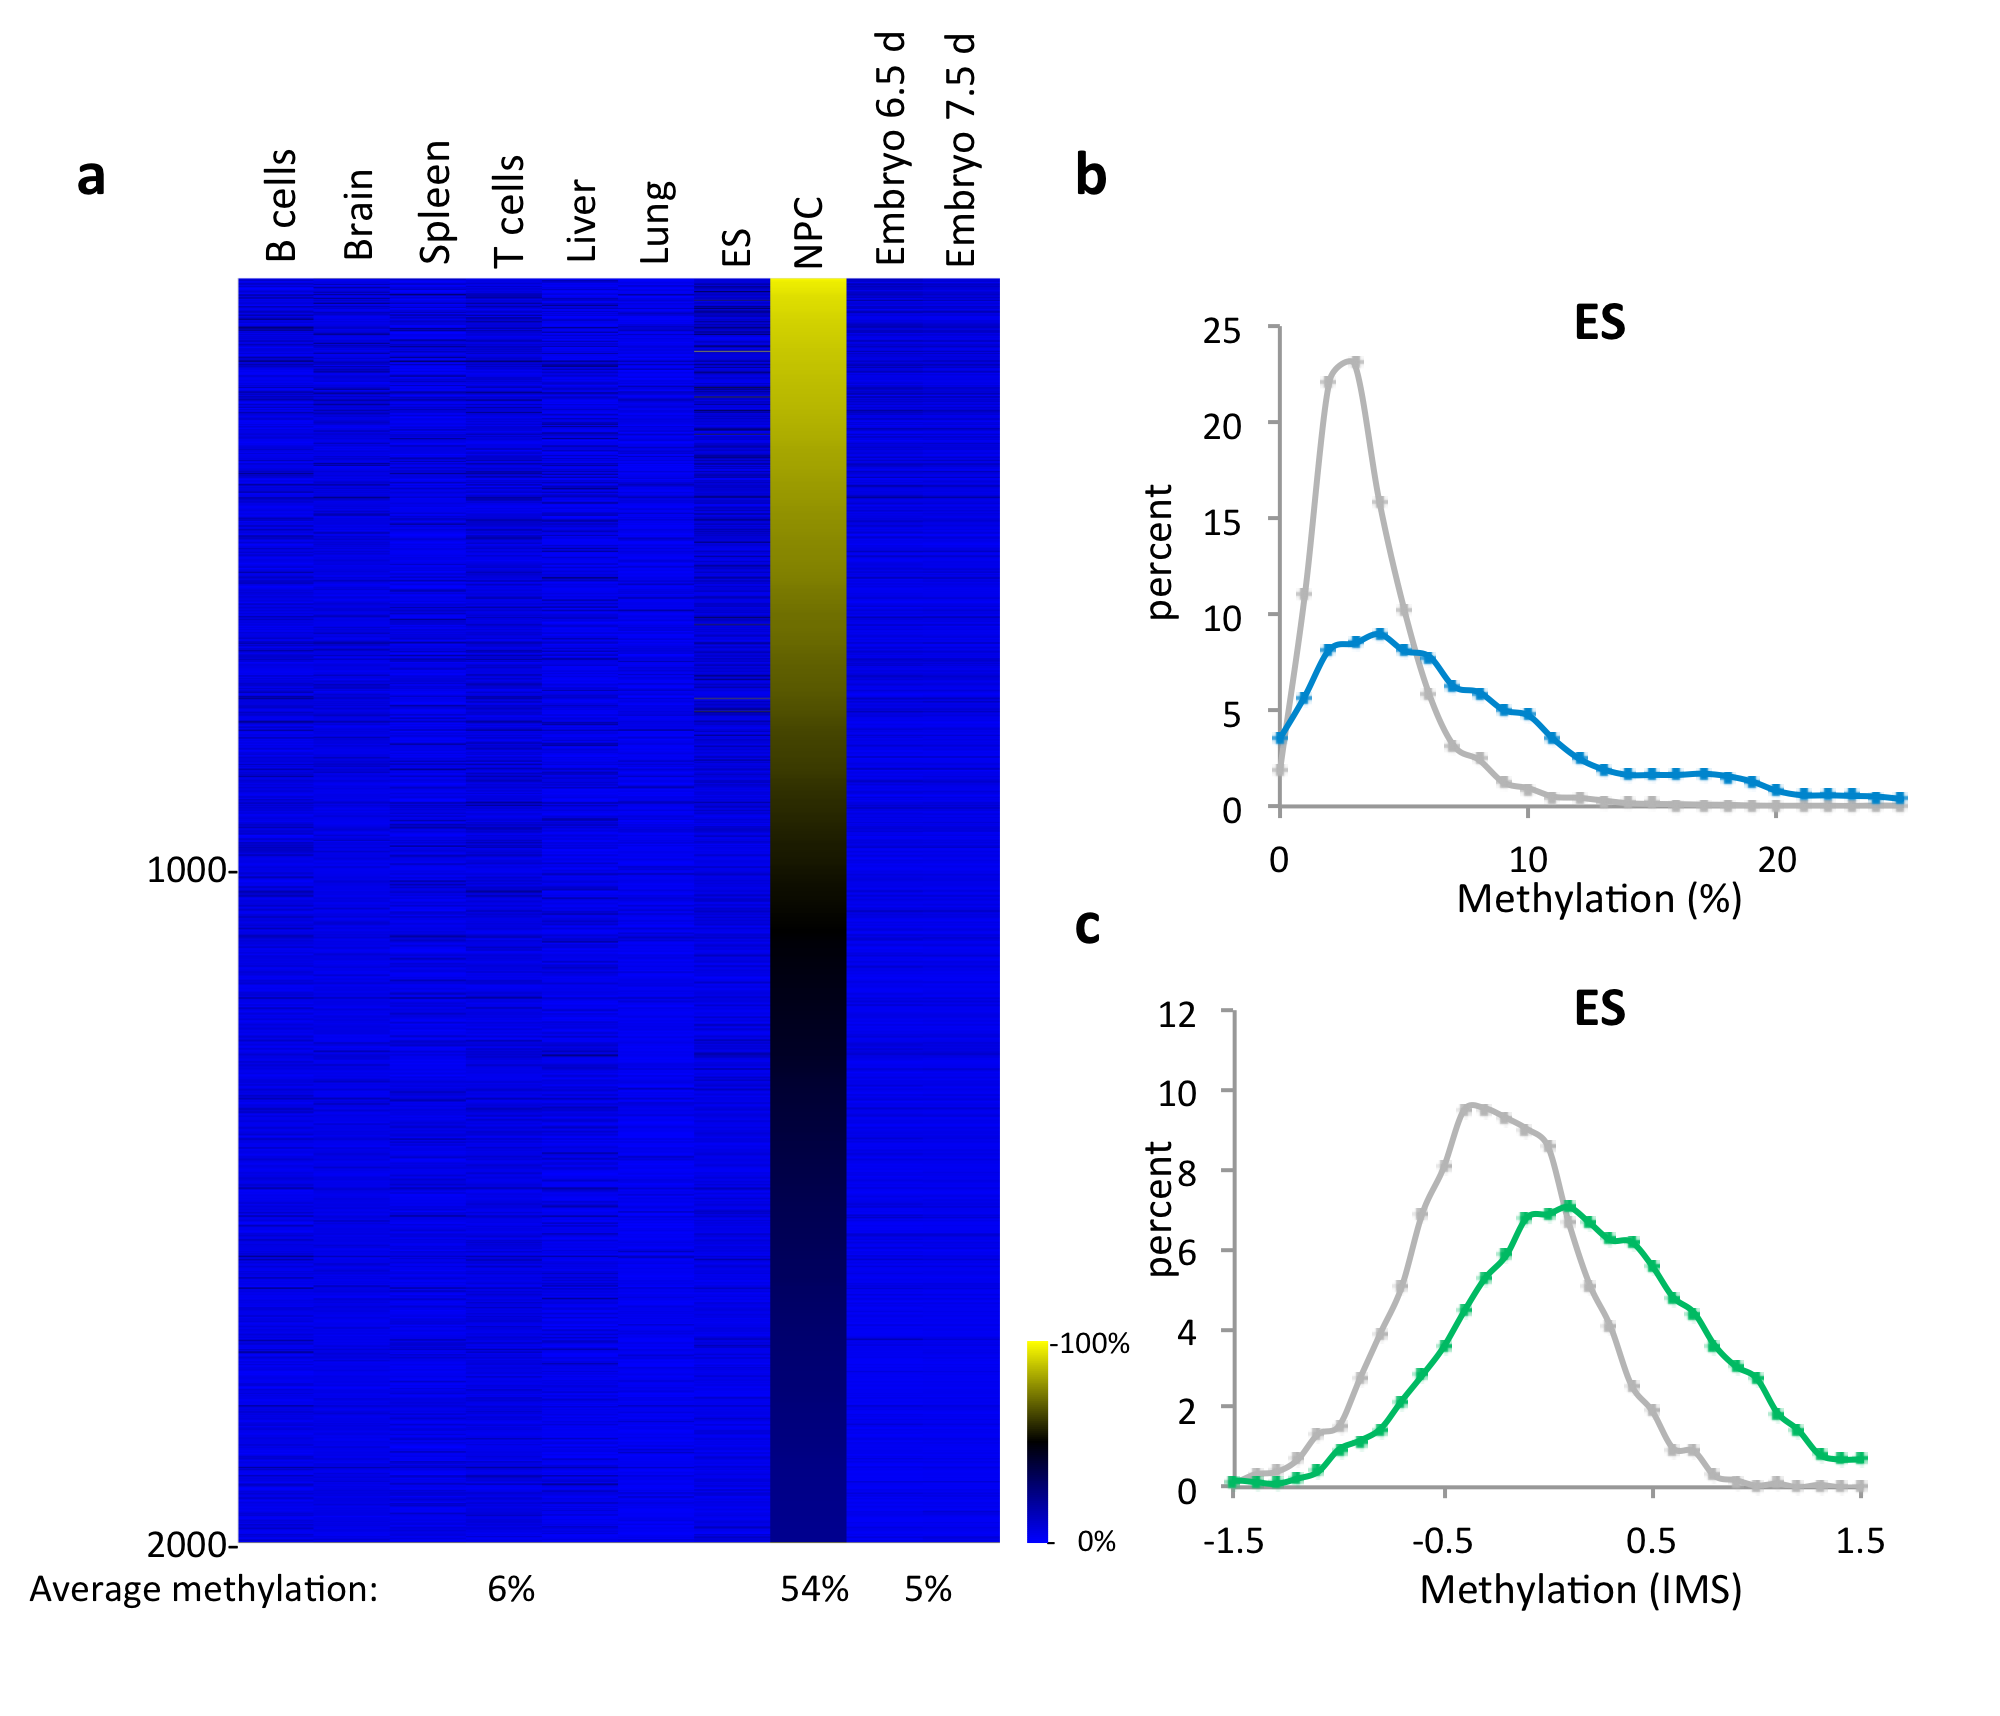
**Supplementary Figures**

**Figure S1. Bisulfite methylation analysis of mouse ES cells.**

**a.** Heat map of RRBS methylation data for normal mouse tissues, undifferentiated and differentiated ES cells (NPC)1 and implantation embryos2 showing the top 2,000 CpG islands found modified (> 25%) in NPCs. It should be noted that 70% of the aberrantly-methylated CpG islands detailed in Fig. 1 overlap with the set shown here. **b.**Methylation distribution in undifferentiated ES cells for 9,500 constitutively unmethylated (gray) CpG islands and the 2,000 CpG islands shown in **a** that were found to be methylated in NPCs (blue). **c.**Methylation distribution (IMS, derived from Fig. 1) in undifferentiated ES cells for the 9,500 constitutively unmethylated CpG islands (gray) as opposed to the 1,000 CpG islands (green) methylated following in vitro differentiation to endoderm.

**References**

1. Meissner, A. *et al.* Genome-scale DNA methylation maps of pluripotent and differentiated cells. *Nature* **454**, 766-770 (2008)

2. Smith, Z.D. *et al.* A unique regulatory phase of DNA methylation in the early mammalian embryo. *Nature* **484**, 339-344 (2012)

**
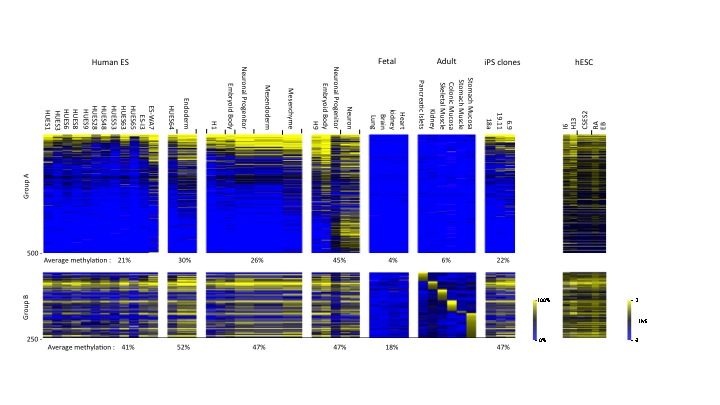
**

**Figure S2. DNA methylation in human ES cells.**

Heat map analysis of CpG islands in human ES cells and normal tissues as determined by RRBS (Road map). Group A includes CpG islands that are abnormally methylated (> 60%) in at least one undifferentiated or differentiated ES cell type but constitutively unmethylated (< 20%) in all normal adult and embryo tissues. Group B includes CpG islands that are methylated in a single tissue type but unmethylated in others. For both groups, the same CpG islands appear to be methylated in iPS cells, as well.

**
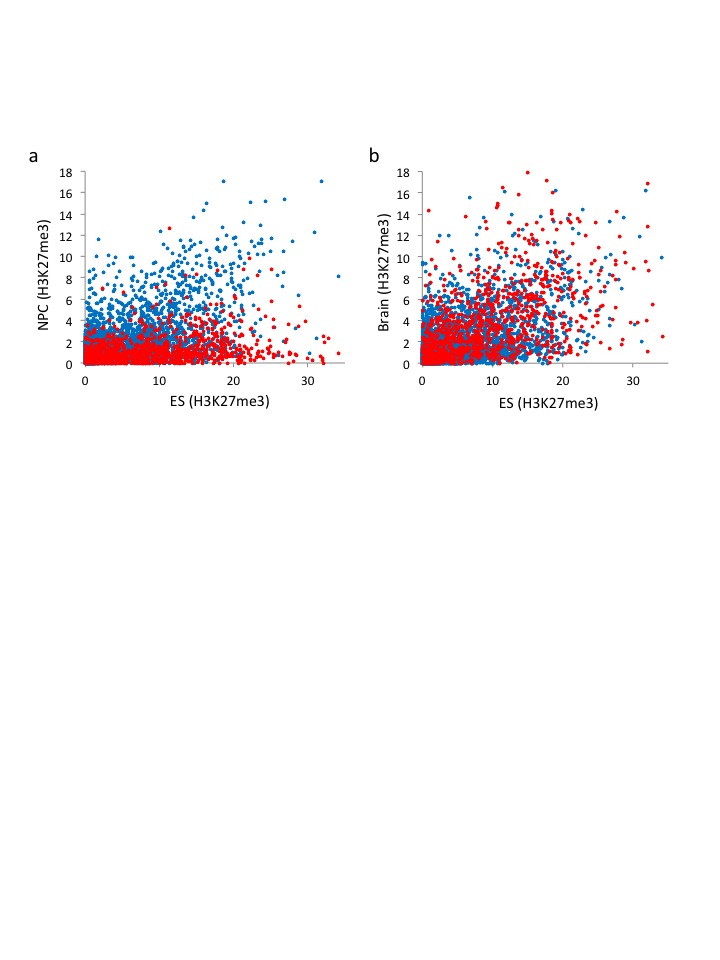
**

**Figure S3**

Scatter plot of H3K27me3 density in NPCs vs. undifferentiated mouse ES cells for 9,500 CpG islands (see Supplementary Fig. 1). The 2,000 aberrantly methylated islands (marked in red) show a dramatic reduction in H3K27me3 density when ES cells are converted to NPCs (a). H3K27me3 density in mouse brain is shown for comparison (b).

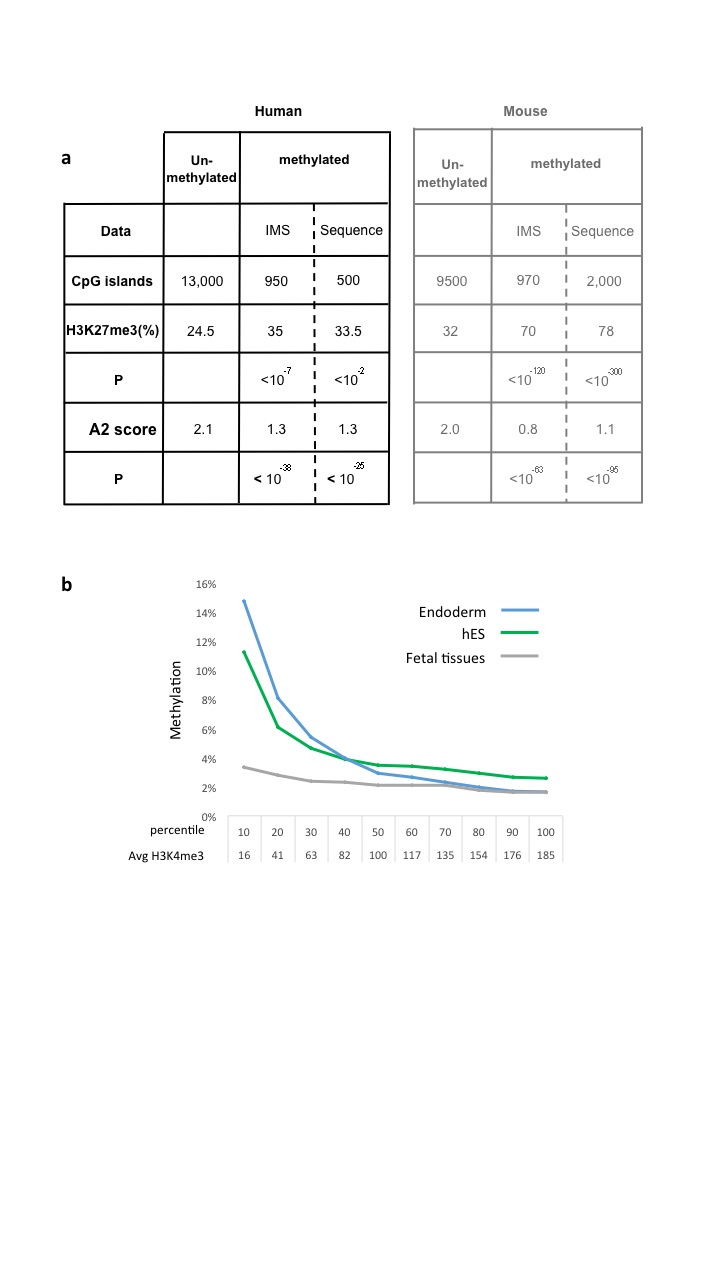
**Figure S4. Markers of de novo methylation.**

**a.**Table showing the percentage of abnormally-methylated CpG islands that are marked with polycomb (H3K27me3 > 2) and their average algorithm score (A2) both in human and mouse ES cells. IMS data are from Figs. 1 and 2 and methylation sequencing data are from Supplementary Figs. 1 and 2. The intrinsic ability of any CpG island to protect against de novo methylation can be expressed as an algorithm that takes into consideration underlying sequence features[1](#_ENREF_7). Islands that are constitutively unmethylated have a high score (average of 2.0), while methylated islands have a low score (–1.80). Differentiated mouse ES-cell methylation targets (Fig. 1) have, on average, an intermediate score (0.8) that is significantly different (P < 10-63) than the constitutively unmethylated CpG islands. **b.** Methylation levels of all CpG islands as a function of local H3K4me3 density for human ES cells before and after differentiation to endoderm. The average levels in a collection of fetal tissues is shown for comparison.

**Reference**

1. Straussman, R. *et al.* Developmental programming of CpG island methylation profiles in the human genome. *Nature Struct. Mol. Biol.* **16**, 564-571 (2009)

**
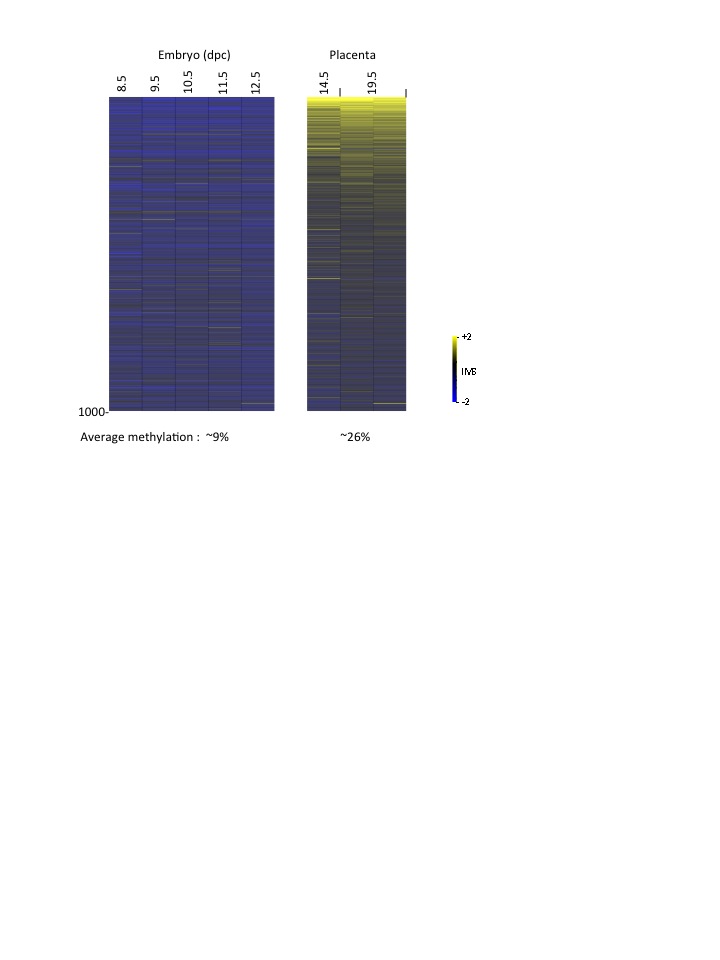
**

**Figure S5. DNA methylation in placenta.**

DNA from normal mouse embryos and from placenta were subject to mDIP microarray analysis. Heat map of 1,000 CpG islands methylated in placenta out of 9,500 background CpG islands (see Fig. 1). An estimate for the average percent methylation is also shown.

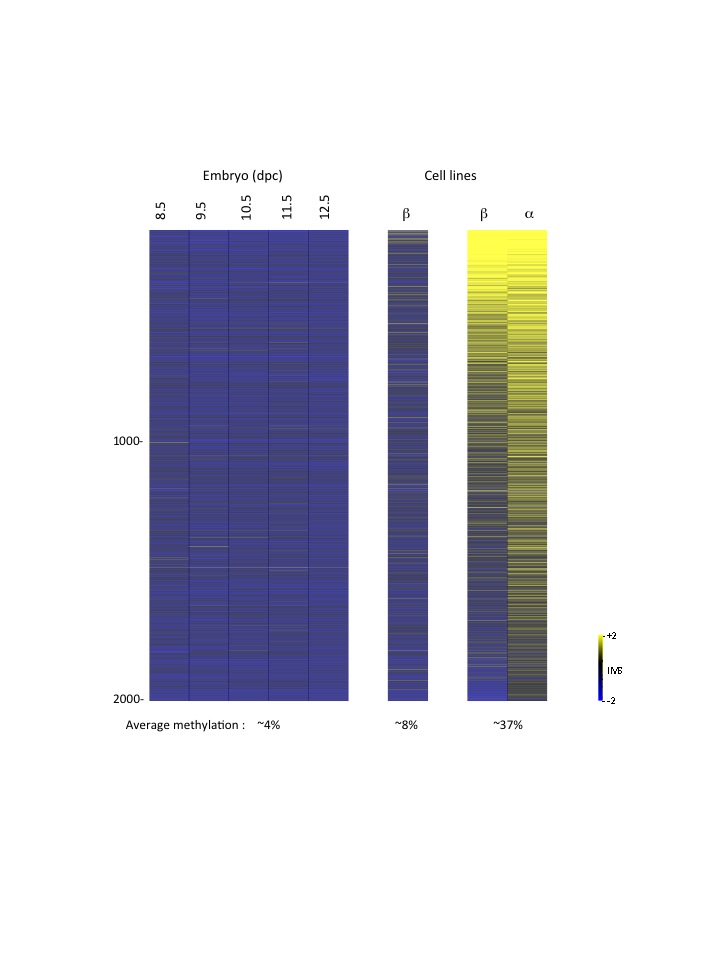
**Figure S6. DNA methylation in mouse pancreatic α** **and β** **cells.**

DNA from mouse pancreatic cell lines (TC and Min6) and natural  cells purified form fresh pancreatic islets were subject to mDIP microarray analysis. Out of 9,500 background CpG islands (Fig. 1), IMS Heat map of 2,000 CpG islands deemed methylated (IMS > 0.75) in either the α or β cell lines as compared to DNA from embryos (where none have a positive binary methylation score). Only 5 are actually methylated in ex-vivo  cells. An estimate for the average percent methylation is also shown.

Ex-vivo cells were obtained by preparing pancreatic islets from 2 to 8 month old transgenic mice carrying a Pdx1-GFP construct1 by ductal perfusion with collagenase. Islets were then hand-picked and dissociated to single cells with trypsin and subjected to FAC sorting using Anti-insulin antibodies.

**Reference**

1. Micallef, S.J. *et al.* Retinoic acid induces Pdx1-positive endoderm in differentiating mouse embryonic stem cells. *Diabetes* **54**, 301-305 (2005)

**
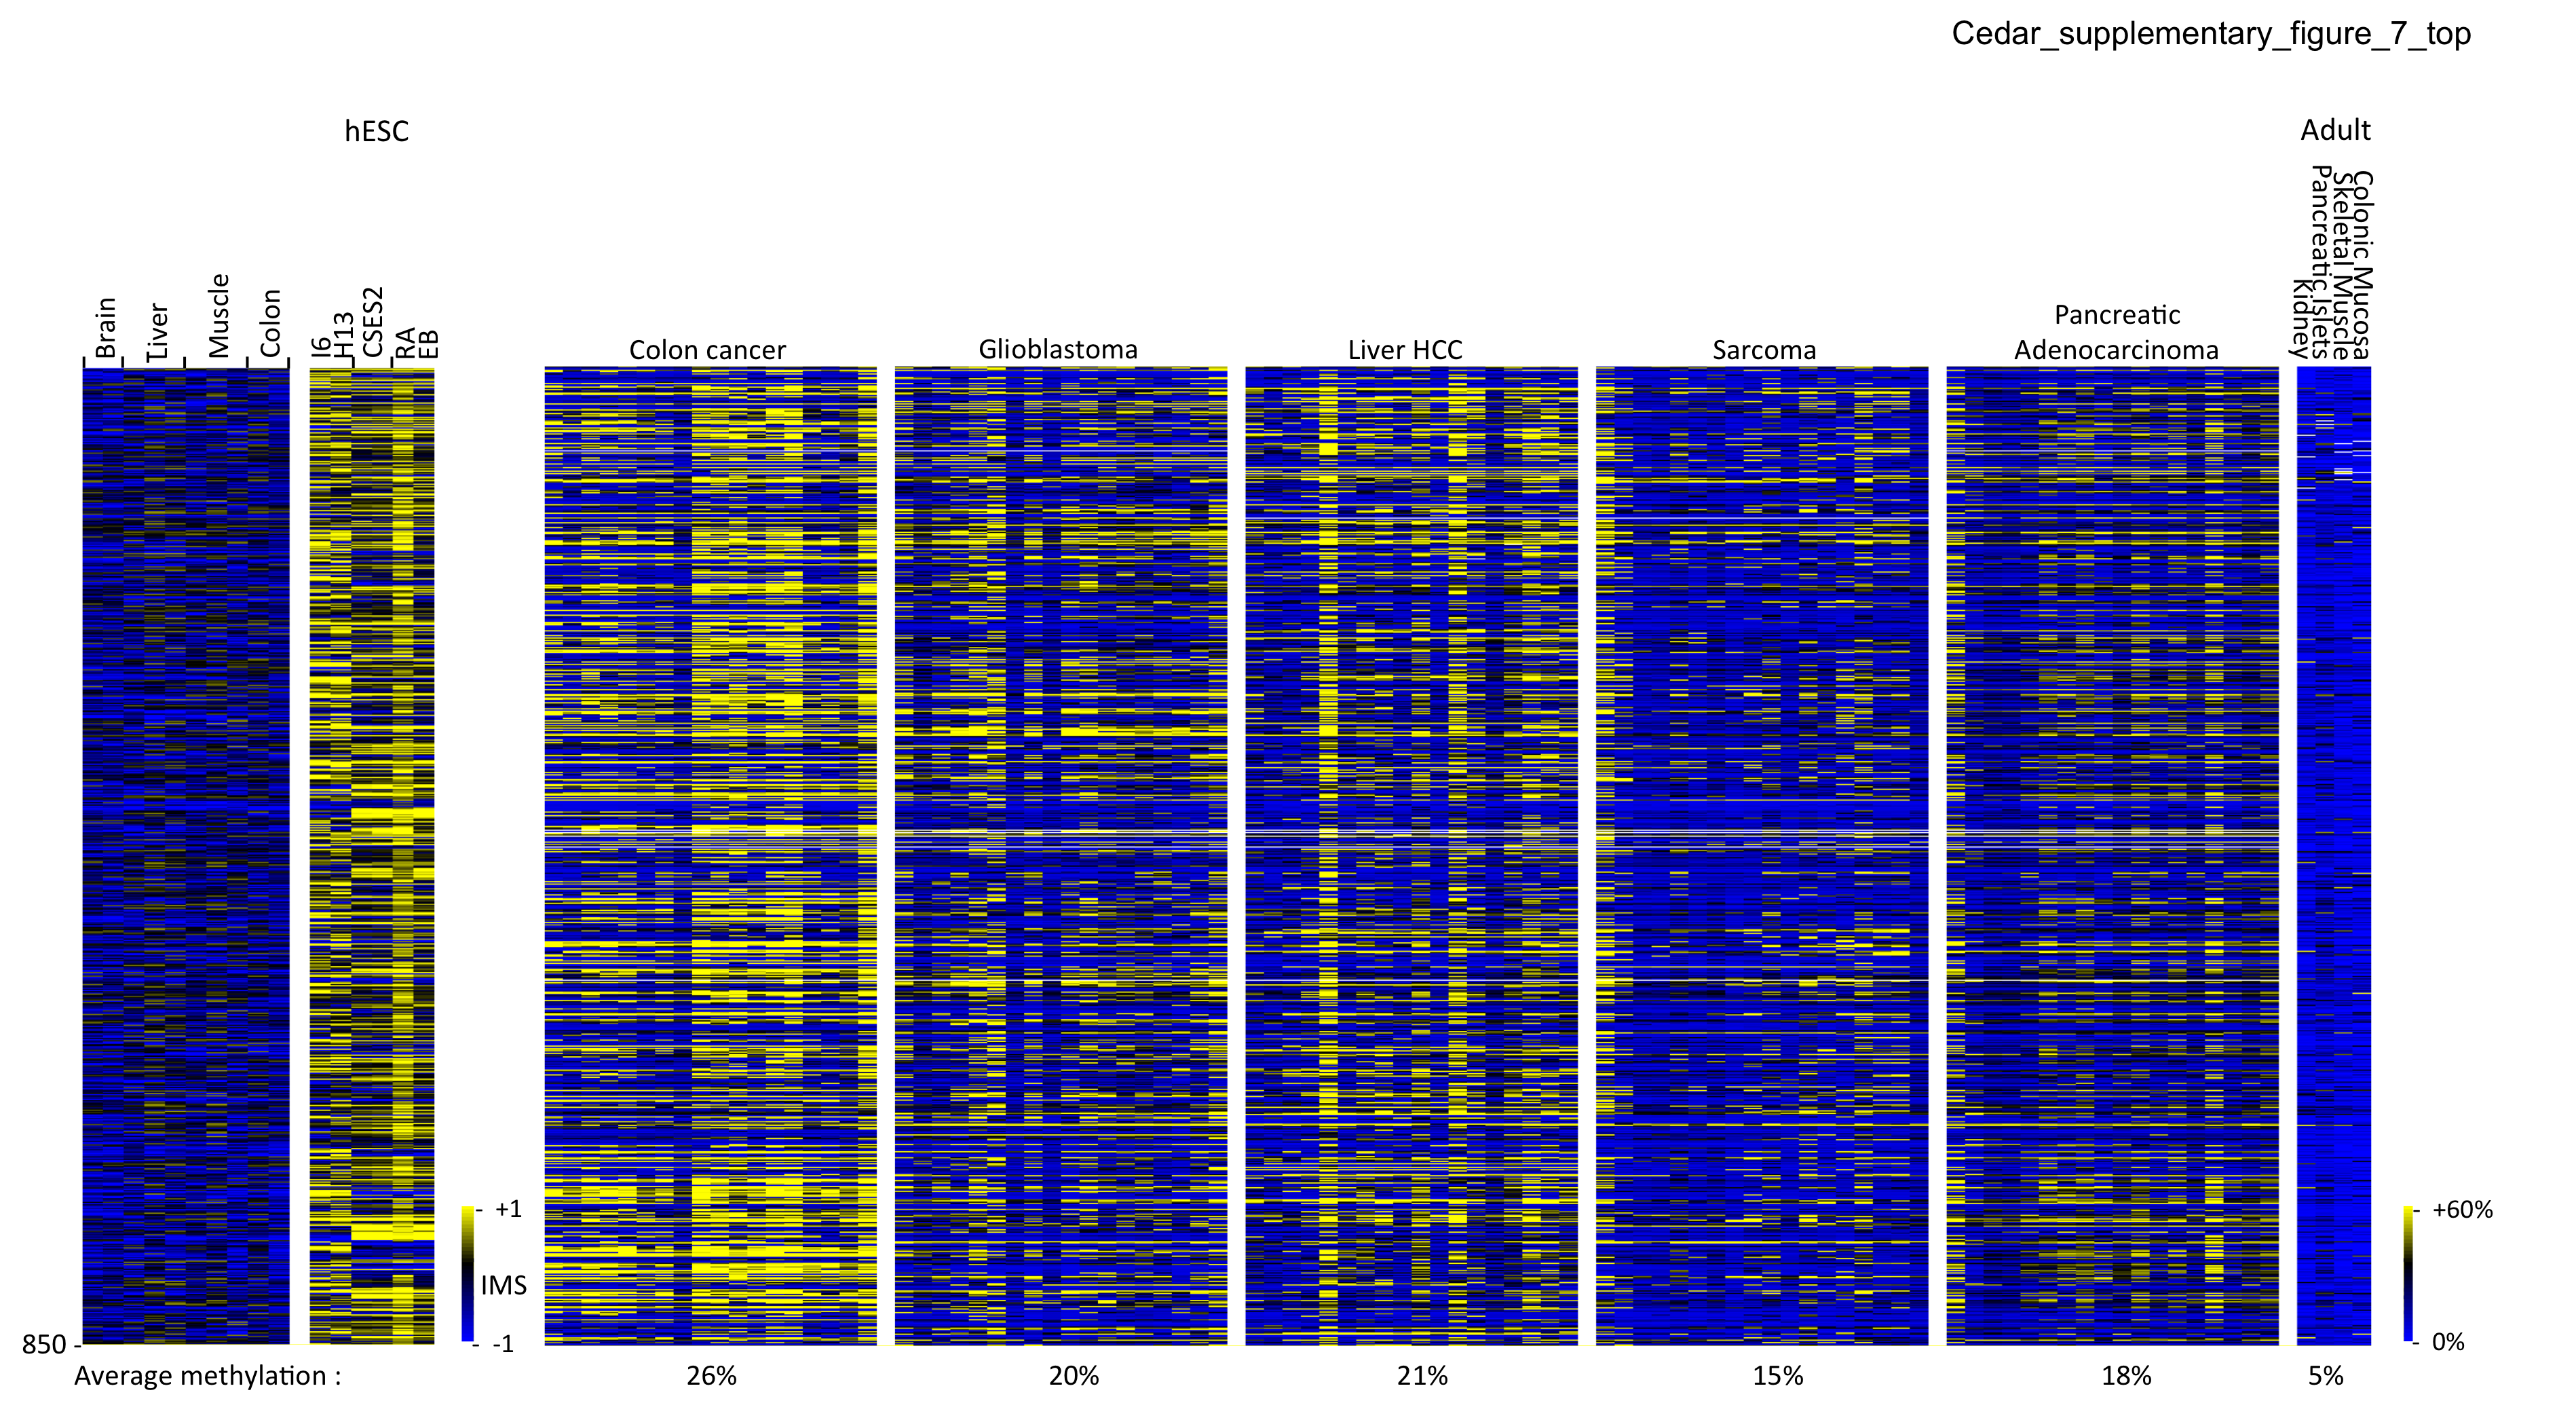
**

**Figure S7. Methylation levels in cancer.**

Heat map of CpG islands deemed methylated in human ES cells (Fig. 2) compared to methylation levels (P value) in a number of different tumor samples from the Cancer Genome Atlas as determined by Infinium Human Methylation 450 array assay and methylation levels (%) in normal tissues as determined by RRBS from the Roadmap Epigenomics Project (www.roadmapepignenomics.org). The excess methylation seen in each tumor type is significantly greater than that observed in normal tissues (minimal P value < 10-80).

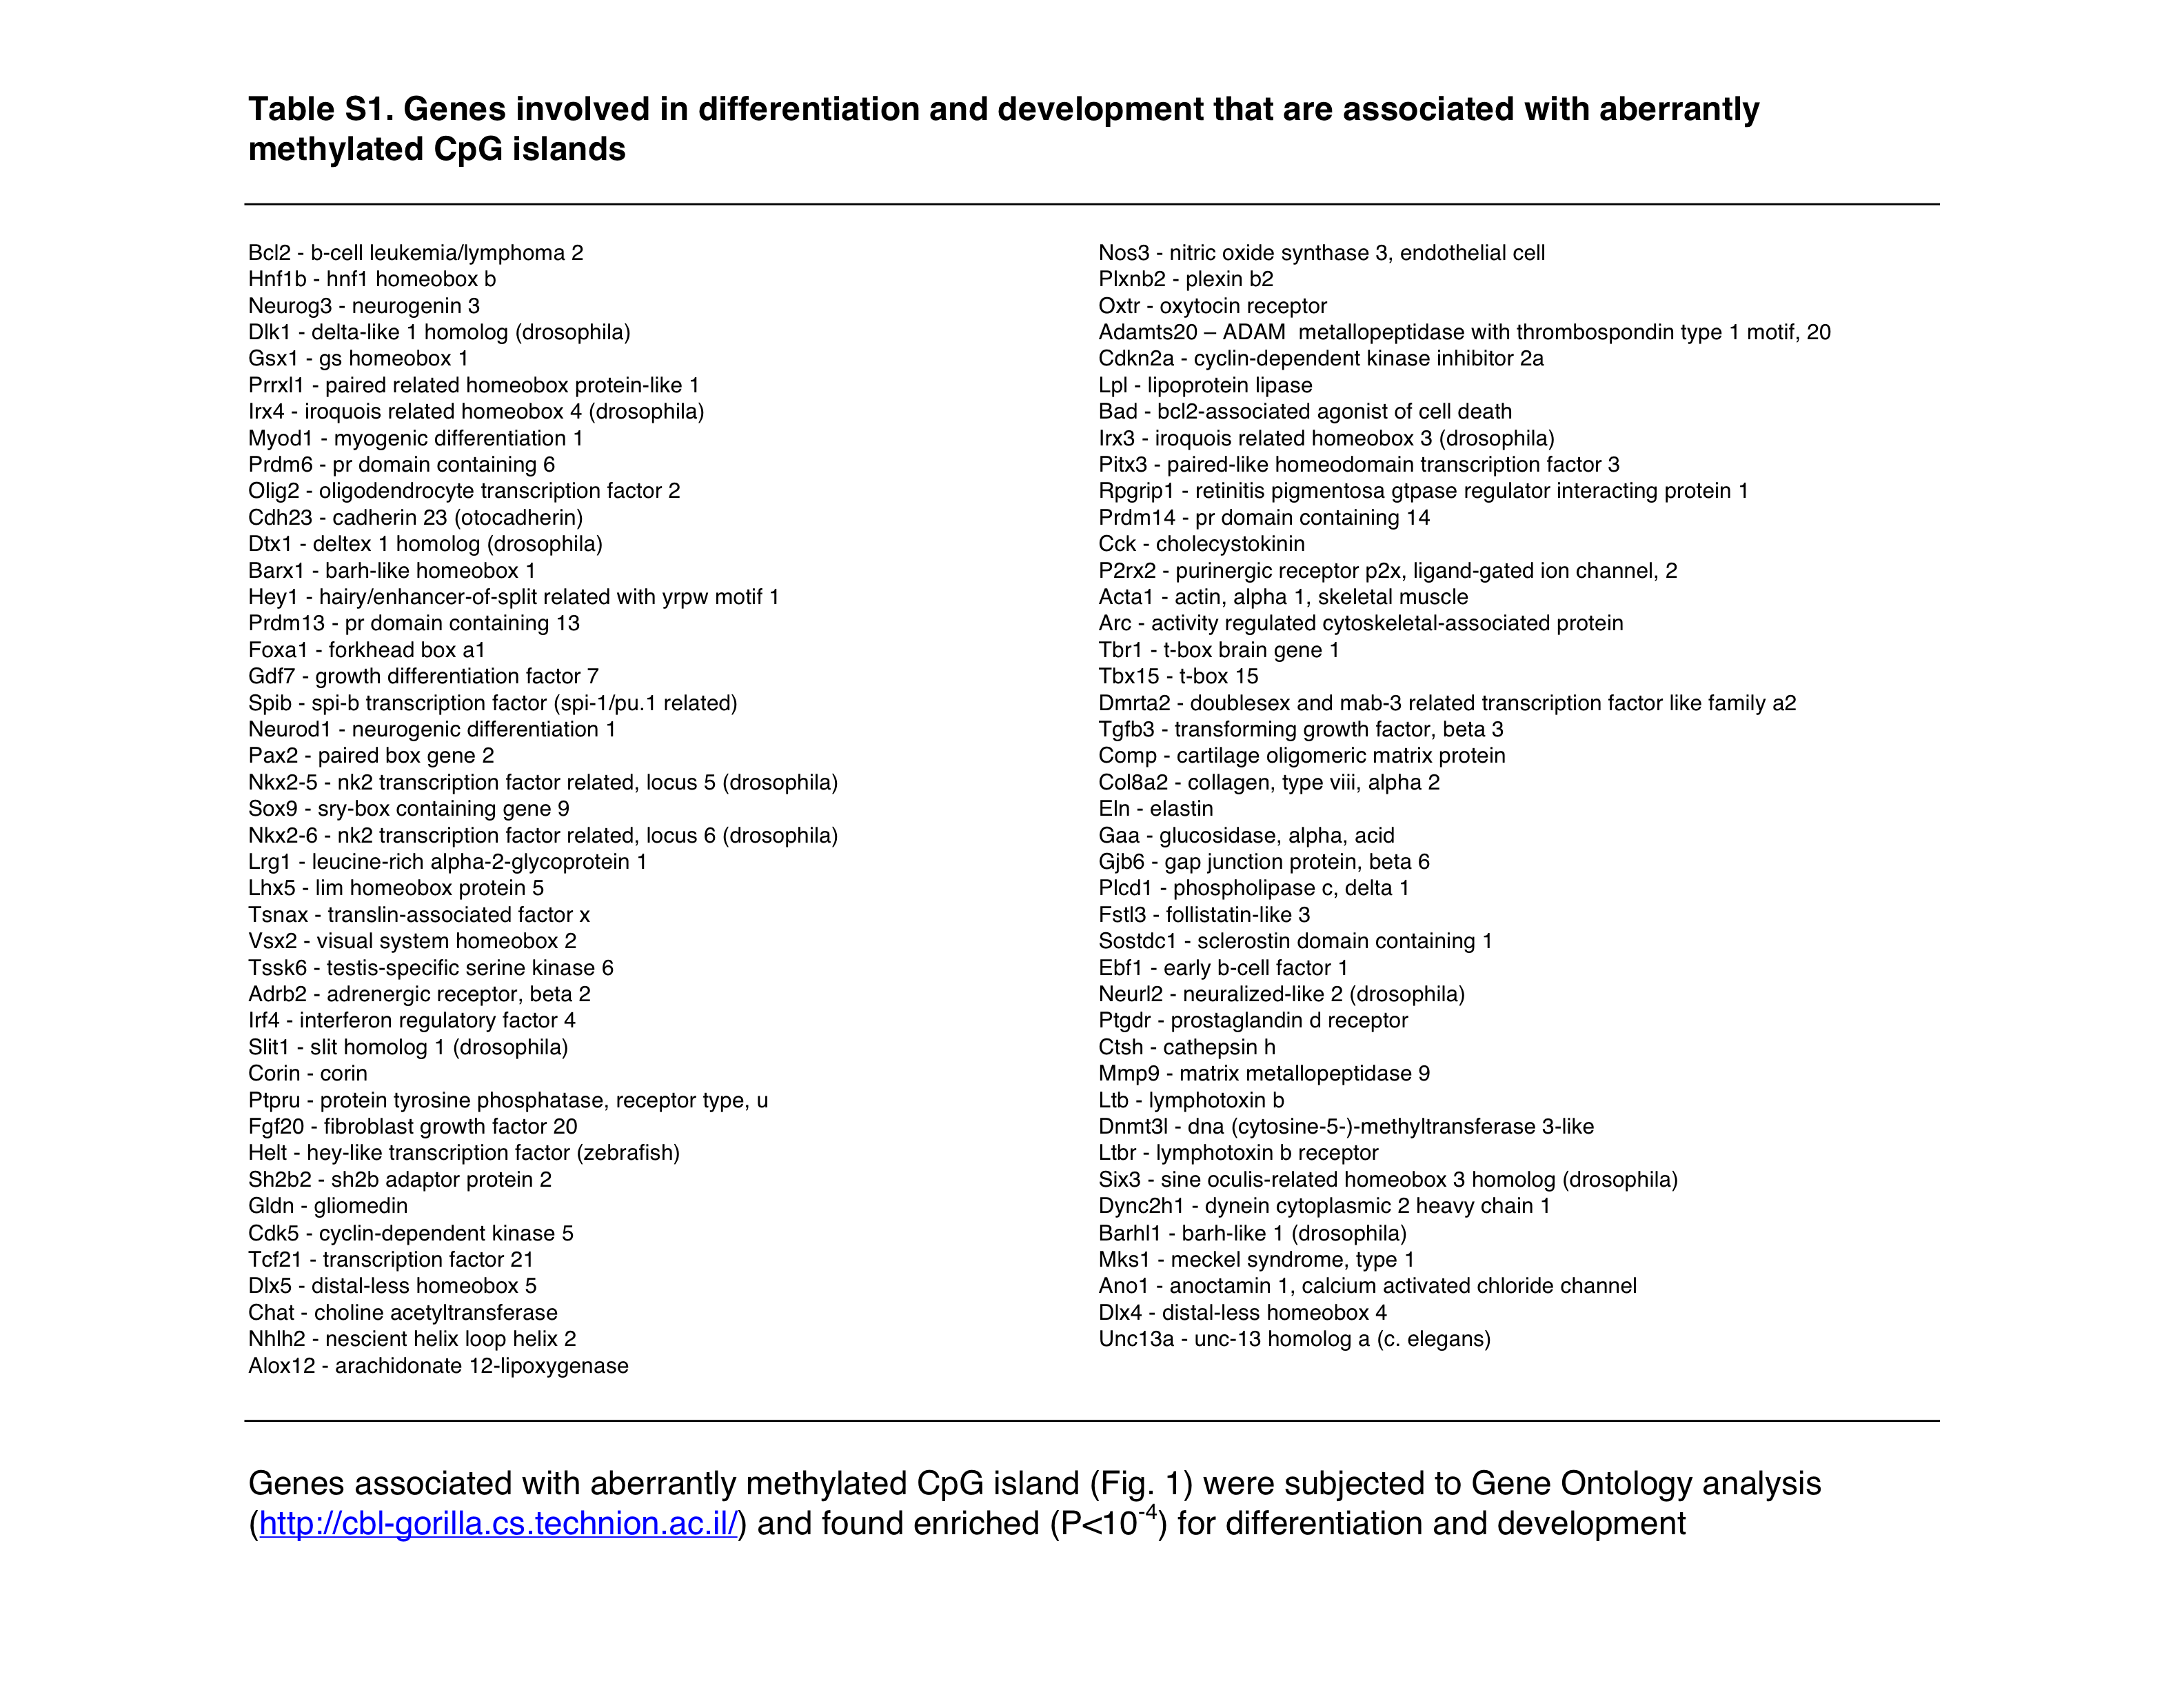

**Supplement:** File S1 — Supporting Information. Figure S1. Bisulfite methylation analysis of mouse ES cells. a. Heat map of RRBS methylation data for normal mouse tissues, undifferentiated and differentiated ES cells (NPC) and implantation embryos showing the top 2,000 CpG islands found modified (>25%) in NPCs. It should be noted that 70% of the aberrantly-methylated CpG islands detailed in Fig. 1 overlap with the set shown here. b. Methylation distribution in undifferentiated ES cells for 9,500 constitutively unmethylated (gray) CpG islands and the 2,000 CpG islands shown in a that were found to be methylated in NPCs (blue). c. Methylation distribution (IMS, derived from Fig. 1) in undifferentiated ES cells for the 9,500 constitutively unmethylated CpG islands (gray) as opposed to the 1,000 CpG islands (green) methylated following in vitro differentiation to endoderm. Figure S2. DNA methylation in human ES cells. Heat map analysis of CpG islands in human ES cells and normal tissues as determined by RRBS (Road map). Group A includes CpG islands that are abnormally methylated (>60%) in at least one undifferentiated or differentiated ES cell type but constitutively unmethylated (<20%) in all normal adult and embryo tissues. Group B includes CpG islands that are methylated in a single tissue type but unmethylated in others. For both groups, the same CpG islands appear to be methylated in iPS cells, as well. Figure S3. Scatter plot of H3K27me3 density in NPCs vs. undifferentiated mouse ES cells for 9,500 CpG islands (see Fig. S1). The 2,000 aberrantly methylated islands (marked in red) show a dramatic reduction in H3K27me3 density when ES cells are converted to NPCs (a). H3K27me3 density in mouse brain is shown for comparison (b). Figure S4. Markers of de novo methylation. a. Table showing the percentage of abnormally-methylated CpG islands that are marked with polycomb (H3K27me3>2) and their average algorithm score (A2) both in human and mouse ES cells. IMS data are from Figs. 1 and 2 and met

How the deposited data were processed for this re-analysis (not part of the article)

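Methylated DNA immunoprecipitation (mDIP) of mouse DNA was measured on 34 Agilent CpG island arrays with the bound DNA in Cy5 and the input DNA in Cy3. They comprise 16 arrays of adult tissue (8 tissues, 2 arrays each), 5 of post-implantation embryos, 3 of undifferentiated ES cells, 5 of ES cells differentiated in vitro, 2 of teratomas and 1 each of ex vivo β cells, Min6 and αTC. The arrays lie on 23 slides scanned on 16 days with 4 versions of the scanner software. A larger grid of 97651 probes and a smaller grid of 88737 were used.

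The authors scanned the arrays and extracted the intensity of each spot and of its local background with Agilent's Feature Extraction software, which subtracted the background and applied a linear dye normalization. The authors' scanner files give from these intensities the log10 ratio of bound over input for each probe. The authors' deposited table holds a Z-score per probe, which by the paper's methods was taken according to the Tm of the probe. On every array the number of its values exceeds the sum of their squares by 7. The islands and their scores in the paper were made by the authors from such Z-scores.

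From the log10 ratios a Z-score was computed over all probes of an array, after control spots and spots marked as non-uniform or population outliers were left out. The Tm step was left out, since no probe sequences were used here. Probes are 44 to 60 bases long, and the 492 probes without coordinates were left out. Islands are runs of probes with gaps of at most 500 bases, since the files name no islands. The island methylation score (IMS) is the mean Z-score of at least 3 probes. In all, 13616 islands were scored on every array, with 3 to 45 probes each. No genome build is named in the files, so positions are those of the files. Of 11355 gene names in the files, 8887 are current symbols in a table of GRCm38.p6 and 2221 were matched through its synonyms, and 11815 islands carry a name.

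Arrays were grouped by the samples' labels and the paper. Constitutively unmethylated islands have an IMS below 0 on all adult arrays, and methylated islands an IMS above 0.75, as in the legend of Fig. 1. One linear model of adult tissue, embryos, undifferentiated and differentiated ES cells was fitted to all islands with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and islands with a Benjamini-Hochberg adjusted p under 0.05 were counted. Endoderm against adult tissue and the interaction of parent line and differentiation were fitted on their own arrays. One value per array was compared between groups with two-sided exact permutation tests. The test of X-linked islands, planned with random resamples, was also run over all splits. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

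The limma step was tested on simulated data of 13616 islands, of which 200 were changed by 1. It recovered 90.5% for differentiated ES cells against adult tissue, 85.5% for undifferentiated ES cells against adult tissue, 94.5% for embryos against adult tissue, 83.5% for differentiated against undifferentiated ES cells and 88.5% for differentiated ES cells against embryos. Of its calls 4.74%, 2.84%, 5.03%, 4.57% and 5.35% were unchanged islands, in the same order. The simulated noise was independent between arrays, with no effect of slide or scan day. In the real data the correlation within a slide was 0.390, so these rates need not hold there.

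The islands named in the text followed a rule. They are the 5 constitutively unmethylated islands with the largest difference between differentiated ES cells and adult tissue among those with an adjusted p under 0.05 and above 0.75 on all 5 differentiated arrays (4 qualified), the 3 with the highest mean over both pancreatic cell lines among those below 0 in ex vivo β cells, and the 5 genes of Table S1 with the largest difference. One island was taken per gene, the one with the largest difference in absolute value. Pou5f1 and Nanog were also on the list, and 0 of the islands scored carry their names. One island that the rule picks is not reported here. Islands named outside the rule are marked as chosen after their values were seen.

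The median input signal was 3.07 to 7.34 times its background, and 62.4% to 99.9% of the probes of an array had an input well above background. The precision of a group's value is given as the SD over its arrays. Alternatives were run for the standardisation, the background correction, the source of the log ratios, the filter on dim probes, the summary of an island, the minimum number of probes, the sex chromosomes, the thresholds, the arrays that count, the test, the arrays in the fit, the scale and the technical batch, and with each ES cell and embryo array left out. The human arrays, bisulfite sequencing, chromatin data and expression data of the paper are not analysed here.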

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

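The processing, the comparisons and most alternatives were chosen before the data were examined. The tests of the islands lower in differentiated ES cells and of the replicate number and scan day for X-linked islands, and the normexp correction, were chosen only after the result was seen. Arrays far from the others of their group were looked for in 12 groups of values, and chance alone picks out about 1 in 20 such groups.

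Endoderm replicate 1 lies far from the other differentiated ES cell arrays in the mean IMS of the islands methylated in Min6 or αTC. Its value is -0.0549, and the next array (endoderm replicate 2) is at -0.245, a gap of 0.729 of the whole range, where the limit for 5 arrays is 0.71. The gap falls to 0.518 of the range on the log2 scale, to 0.664 among islands of at least 8 probes, and to 0.624 after the mean of the other constitutively unmethylated islands of each array is taken off. Each of these is below the limit, so standardisation, islands with few probes and a shift of all constitutively unmethylated islands may each contribute. On the other hand, endoderm replicate 1 stays the highest array in all 3 tests. It is the only array of the series read with its version of the scanner software, and such a batch cannot be separated from a single array. A difference between the 2 endoderm cultures stays open and was not tested.

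The paper reports on islands that gain methylation in culture, and a signal in the other direction appears as well. In limma with Benjamini-Hochberg adjustment, 1188 islands were lower in differentiated ES cells than in adult tissue (median difference -0.459). Of these, 591 had a mean adult IMS above 0 and 488 above 0.75, while 313 were constitutively unmethylated, a set in which 464 islands were higher. At 124 of all 13616 islands all 5 differentiated arrays lay below all 16 adult arrays, and at 342 above them, where chance gives 0.00491% of islands for each direction. On the log2 scale 999 islands were lower, so the division by the array's SD does not account for the count as a whole. With the slide as a block 731 were lower. That fit rests on endoderm replicate 2 against pancreas and embryoid bodies against brain, the pairs on shared slides. Between these pairs the slide cannot be the cause, but the tissue can. The other differentiated arrays do not enter, so the slide stays open for them. After the normexp background correction, however, 315 were lower, and the background correction stays open as an explanation for part of the count. The adult tissue with the highest score was most often pancreas (270 islands) and lung (209). A candidate explanation is that methylation set during normal development of adult tissues is absent in these cells, which was not tested.

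X-linked islands, which the paper does not analyse, had a mean IMS 1.29 higher on the 7 arrays labelled female than on the 9 labelled male (1.52 ± 0.332 and 0.226 ± 0.0474, SD over arrays, 376 islands, two-sided exact permutation test, p = 0.000175, the smallest p possible). All female arrays but 1 are of replicate 1 and were scanned on the same day. The highest male array of replicate 1 lay at -1.03 from the lowest female array of replicate 1, which argues against the replicate number. On each of the 3 scan days with an array labelled female, another array of that day lay at the male level, at least 0.721 below: the array labelled J1 by 1.14, liver replicate 2 by 0.721 and the male embryo of 11.5 dpc by 1.64. This argues against the scan day as the whole explanation. The X-linked input signal of lung replicate 2, scanned with that liver array, is at the male level, so its label is in doubt. Within the 5 tissues with arrays of both sexes the difference was 1.38 (exact permutation test, p = 0.0625, the smallest p that 5 pairs allow). Methylation of the inactive X chromosome in females is a candidate explanation, and stays a hypothesis, since the difference was found and tested on the same arrays.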

How the results depend on the processing

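The alternatives chosen only after the data were seen are the normexp background correction of the median signals, the probes on all arrays only, the Z-score within probe lengths, the processed table without its J1 column, the slide as a random block, the parent line as a block, each pancreatic cell line left out, and the log2 scale for endoderm and for the parent lines. The planned normexp correction of mean signals was not run, since 16 files hold no mean signals. The planned Z-score over all probes is identical to the setting used. For the changes below the cause was not tested, except that fewer islands are scored with the authors' processed table (5914, or 6749 without J1), without dim probes (9103) and with at least 5 probes (8932).

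The difference of differentiated ES cells from embryos in islands above 0.75 per array kept its direction and its side of p = 0.05 under all 21 alternatives run (25.8 to 72.2, highest p 0.0159). The lower level of these islands in embryos, which follows in part from their choice, was -1.34 to -0.498 under 22. The difference of undifferentiated ES cells from embryos at endoderm islands kept its direction under all 23 (0.178 to 0.559). In the 9 with fewer arrays a p under 0.05 was not possible, and in the other 14 the p from the exact permutation test was 0.0714 to 0.214. No island passed for the interaction of parent line and differentiation, where each line has its own kinds of differentiation, under any of 17 (0 in limma, 68, with normexp, to 982, without embryoid bodies, at an unadjusted p under 0.05). The islands named in ES cells and Table S1 kept their direction and an adjusted p under 0.05 from limma (or the t-test) under all alternatives that score them (highest adjusted p 0.0140, Barhl1), and the mean of both cell lines at Cdkn2a moved from 2.29 to 2.60 with normexp.

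Constitutively unmethylated islands (4053) numbered 2345 with the processed table, 2610 with it but without J1, 6739 with tissue means, 935 below -0.25 and 7745 below 0.25, and 4821 to 5729 with 1 replicate.

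Islands above 0.75 in differentiated ES cells (120) numbered 61 with the processed table, 76 with it without J1, 78 without dim probes, 69 with at least 5 probes, 259 with normexp, 200 above 0.5, 78 above 1 and 69 on at least 2 arrays (leave-one-out 96 to 115). In undifferentiated ES cells (15) they numbered 109 with the processed table, of which 101 on its J1 column, whose values may be out of probe order, and 12 with it without J1, 9 each without dim probes, with probe medians and with at least 5 probes, and 26 with normexp (leave-one-out 5, without TT2, to 15). The difference per array from embryos (3.93) was 36.1 (exact permutation test, p = 0.0357, the smallest possible) with the processed table and 5.9 (p = 0.0952, the smallest possible) with it without J1 (leave-one-out 1.1 to 6.6). With normexp it was 10.1 (exact permutation test, p = 0.214).

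Pancreatic cell line islands (326) numbered 213 above 1, 179 without αTC and 259 without Min6. In ex vivo β cells, 1 of them was above 0.75 without dim probes, 0 with at least 5 probes and 1 without Min6. Of the ES cell islands (2 above 0.75 in β cells), 1 was above with intensity bins, the processed table with or without J1, probe medians and normexp, 0 without dim probes, with at least 5 probes, within probe lengths and above 1, and 4 above 0.5 (leave-one-out 1, without endoderm replicate 1, to 2).

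The difference of teratomas from the J1 array (0.229) reversed to -0.242 with the processed table. It was 0.193 with intensity bins, 0.182 without dim probes, 0.146 with probe medians, 0.297 with at least 5 probes, 0.195 with no minimum, 0.0150 with normexp, 0.167 with probes on all arrays and 0.196 within probe lengths. The X-linked difference within tissues was 1.38 (exact permutation test, p = 0.0625), where 5 pairs allow no smaller p.

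In limma, differentiated ES cells against adult tissue (3155) gave 1318 with the processed table, 1900 with it without J1, 1872 with at least 5 probes, 1749 with normexp and 2058 with the slide as a block (leave-one-out 2474 to 3376). The share of higher islands went from 62.3% to 82.0% with normexp. Undifferentiated ES cells against adult tissue (313) gave 1564 and 1195 with the processed table with and without J1, 183 with at least 5 probes, 4 with normexp, 94 with these groups alone and 82 with the software version as a block. It gave 0 on the log2 scale (1258 at an unadjusted p under 0.05), with the t-test (2207) and with the scan day as a block (673). Leave-one-out gave 0 (without EB5, 1444 at an unadjusted p under 0.05, or without TT2, 1147) to 1151 (without J1). The share of higher islands went from 42.8% to 71.5% with the processed table and 64.8% without its J1 column. It was 27.2% with the slide as a block, which rests on EB5 and pancreas replicate 2 alone. With the software version as a block it was 72.0%, without J1 54.2% and with these groups alone 54.3%.

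Embryos against adult tissue (1176) gave 470 and 763 with the processed table with and without J1, 124 with normexp, 3 with the slide, 0 with the scan day (746 at an unadjusted p under 0.05) and 7 with the software version as a block, and 603 with the slide as a random block (leave-one-out 689, without 9.5 dpc, to 1053). Differentiated against undifferentiated ES cells (739) gave 1343 and 649 with the processed table with and without J1, 432 with at least 5 probes, 228 on the log2 scale, 55 with normexp, 514 with the parent line as a block and 4 with these groups alone (leave-one-out 443, without EB5, to 1365, without retinoic acid). Its share of higher islands went from 64.7% to 43.0% with the processed table (55.6% without its J1 column), 53.6% without dim probes, 93.0% on the log2 scale, 74.9% with the parent line as a block and 80.0% with normexp. Differentiated ES cells against embryos (2872) gave 1163 and 1707 with the processed table with and without J1, 1728 with at least 5 probes and 754 with normexp (leave-one-out 2243 to 3263). Its share of higher islands went from 56.0% to 45.3% on the log2 scale and 86.3% with normexp.

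Endoderm against adult tissue (2156) gave 937 and 1115 with the processed table with and without J1, 1420 without dim probes, 1190 with at least 5 probes and 912 on the log2 scale (leave-one-out 880, without endoderm replicate 1, to 1921, where the lone array is assumed to vary like the others). Its share of higher islands went from 65.2% to 80.5% with normexp and 85.2% without endoderm replicate 1 (750 higher, 130 lower). With the replicate number as a replicate block it gave 2234. The numbers do not pair the arrays: the deviations of endoderm from its mean correlated with those of the adult tissues at -0.0366 to 0.135.

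Signal over background limits these results. The bound signal was as low as 1.54 times its background, so differences among islands with little methylation rest on values near background, where the background correction has most weight.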

Differences from the paper's values

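The comparisons and alternatives here were chosen before the data were examined. The normexp correction and the counts on the array labelled J1 were chosen only after the result was seen.

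The paper gives about 9,500 constitutively unmethylated islands in the mouse, and 4053 were counted here. The alternatives with a mean below 0 in each tissue (6739) and with an IMS below 0.25 (7745) come within 1.5 times the paper's number, and the other pre-set alternatives (935 to 5729) do not.

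The paper gives about 1,000 of these islands above 0.75 in at least 1 ES cell type, and its count in mouse ES cells is about 970 in Fig. S4a, read by eye. The number here was 120. It lies between 61 and 200 under the pre-set alternatives and is 259 with the normexp correction, and none of these comes within 1.5 times the paper's numbers.

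In the pancreatic cell lines the paper gives about 2,000 islands above 0.75 in the legend of Fig. S6 and over 1,200 aberrantly methylated regions in its text, and 326 were counted here. The pre-set alternatives give 213 to 430, and none comes within 1.5 times the paper's numbers. Of these islands the paper gives 5 above 0.75 in ex vivo β cells, and 2 were counted here. The pre-set alternatives give 0 to 3, of which intensity bins and probe medians give 3.

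The paper states that the islands methylated after differentiation are, in undifferentiated ES cells, much more methylated than the normal population of islands, and gives no value for single lines there. On the scanner file of the array labelled J1, none of the 120 islands was above 0 (0, against 36 in EB5 and 59 in TT2).

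Table S1 lists developmental and differentiation genes with aberrantly methylated islands. The paper's text places them in mouse ES cells and does not limit them to differentiated ones. Of the 78 with an island scored here, 74 were higher in differentiated ES cells than in adult tissue and 4 lower (Sox9, Ptpru, Sh2b2 and Fstl3, chosen for naming after their values were seen). Each of these 4 has 2 or 3 islands, and only the one with the largest absolute difference was read. For Ptpru and Sh2b2 that island had a mean IMS of 3.13 and 2.81 in adult tissue. The paper's island for these genes may be another, so these 4 are not shown to differ from the paper.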

Other observations

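The tests of other splits of the arrays, of the scan day, pancreas DNA, same-day DNA and noise for the array labelled J1, of its column in the processed table, and of the X-linked islands of embryos were chosen only after the result was seen. The tests of few probes, slide, label and overlap were chosen before.

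Chance as the reason for the limma counts was tested by splitting the same arrays in other ways. For differentiated ES cells against adult tissue 1 of 100 splits gave as many islands, the real one included, for embryos against adult tissue 1 of 100, and for differentiated ES cells against embryos 1 of 100, so chance can be excluded there. For undifferentiated ES cells against adult tissue it was 2 of 100, and the other split put EB5 and TT2 with a colon array in place of J1 (832 islands). For differentiated against undifferentiated ES cells it was 3 of 56, so chance cannot be excluded. The splits take no account of the parent line, and with it as a block 514 islands differed. One of the others (853 islands) sets embryoid bodies and retinoic acid with the undifferentiated lines against endoderm and mesoderm. The embryo arrays share no slide and no scan day with adult arrays, so a batch effect is not excluded there. The fit with the slide as a block (3 islands) links them only through the embryo of 8.5 dpc, TT2, EB5 and pancreas replicate 2. It therefore cannot decide.

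The islands above 0.75 in differentiated ES cells are not explained as a whole by islands with few probes: among islands of at least 8 probes the differentiated arrays had 9.8 more of them per array than the embryos (10 and 0.2, two-sided exact permutation test, p = 0.00794, the smallest possible). Nor by the slide: where a slide held a differentiated and an adult array, the islands chosen on the other arrays were at least 0.860 higher on the differentiated one. A difference by the DNA preparation of the cultures was not tested. That culture changes these islands remains a hypothesis within these arrays.

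On the array labelled J1, the scanner file lay on the ES cell side of the midpoint at 10.87% of the 1481 islands that part EB5 and TT2 from all adult arrays. Adult arrays left out in turn lay there at 5.54% to 24.1%, and differentiated ES cell arrays at 48.1% to 58.5%. EB5 and TT2 helped to choose these islands, which lowers any other array. By this test the array may hold DNA of another sample than its label says. The array correlated better with an adult array of another scan day (pancreas replicate 2) than with the 6 of its own day, by 0.0233. That is small beside the spread of such correlations among adult arrays (0.749 to 0.926), so the scan day stays open. Noise is argued against by the correlation of neighbouring probes, 0.743, within the range of the other arrays (0.457 to 0.867). DNA of an adult mouse scanned that day is argued against by its X-linked islands, which lie at -0.753 from the lowest female array, where all 6 such arrays are female. Whether it holds pancreas DNA cannot be told from these arrays. At islands that part pancreas replicate 2 from the other tissues, the J1 array lay on the pancreas side 18.6 percentage points more often than pancreas replicate 1 did. At islands that part pancreas replicate 1, the J1 array lay there less often than pancreas replicate 2 did (24.9% against 33.2%). Other ES cell and embryo arrays reach similar shares. A difference between the J1 line and the other lines stays open and was not tested.

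The J1 column of the authors' processed table correlated with no scanner file above 0.131, which argues against the values of another array of the series. Neighbouring probes of an island correlated at 0.0377 in it, against at least 0.562 in every other column, so the column may hold its values out of probe order. Results that use this column are therefore given apart from those without it.

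The teratoma arrays are labelled with J1 as the parent line, while the paper describes teratomas from D3 and C4, so they are placed at no claim. They had 3 and 4 constitutively unmethylated islands above 0.75, and a mean IMS of -0.306 and -0.328 at the islands above 0.75 in differentiated ES cells. That is 0.229 above the array labelled J1, whose label is in doubt, and under other settings the difference was 0.0150 to 0.297, or -0.242 with the processed table.

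Islands above 0.75 in differentiated ES cells and in the pancreatic cell lines overlapped at 35. Of 10000 random sets of constitutively unmethylated islands with the same numbers of probes 0 overlapped as often (mean 7.91, highest 20), and of 10000 sets with like highest value and spread in adult tissue also 0 (mean 10.2, highest 21). This argues against the number of probes and the level in adult tissue as the whole explanation. A shared susceptibility of these islands in culture is a candidate explanation. Other shared properties of the islands, such as sequence, were not tested.

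The embryos of 8.5 and 9.5 dpc are labelled male, yet their X-linked islands had a mean IMS of 1.05 and 1.18, against 0.176 and 0.237 in the male embryos of 10.5 and 11.5 dpc and 1.88 in the female of 12.5 dpc. Their X-linked input signal lay at least 0.12 (log2) above that of every male adult array, which argues against male embryos only. The male embryo of 10.5 dpc, at 0.11, also lay above every male adult array. The margin of the embryo of 9.5 dpc, at 0.21, is therefore smaller against a male embryo. The signal of the embryos of 8.5 and 9.5 dpc lay at -0.23 or lower from that of every array labelled female other than lung replicate 2 (6 adult arrays at 0.71 to 0.82 and the embryo of 12.5 dpc at 0.61), which argues against female embryos only. Lung replicate 2, at 0.09, was left out because it lies near the highest male adult array (0.08), so its label is in doubt. With a mean of 0.29 above the male adults, between both sexes, these arrays may hold pools of male and female embryos. The mean of ex vivo β cells was 0.42 in input and 0.751 in IMS. A mixture of sexes in lung replicate 2 was not tested.

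The island of Sim1 (chromosome 10, 50589005 to 50589435, 3 probes), chosen after its values were seen, was above 0.75 in ex vivo β cells (1.31) and in a differentiated ES cell array, and at 0.193 in Min6 and -1.68 in αTC.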
